# Regulation of CHD2 expression by the *Chaserr* long noncoding RNA gene is essential for viability

**DOI:** 10.1038/s41467-019-13075-8

**Published:** 2019-11-08

**Authors:** Aviv Rom, Liliya Melamed, Noa Gil, Micah Jonathan Goldrich, Rotem Kadir, Matan Golan, Inbal Biton, Rotem Ben-Tov Perry, Igor Ulitsky

**Keywords:** Gene regulation, Chromatin remodelling, Long non-coding RNAs

## Abstract

Chromodomain helicase DNA binding protein 2 (*Chd2*) is a chromatin remodeller implicated in neurological disease. Here we show that *Chaserr*, a highly conserved long noncoding RNA transcribed from a region near the transcription start site of *Chd2* and on the same strand, acts in concert with the CHD2 protein to maintain proper *Chd2* expression levels. Loss of *Chaserr* in mice leads to early postnatal lethality in homozygous mice, and severe growth retardation in heterozygotes. Mechanistically, loss of *Chaserr* leads to substantially increased *Chd2* mRNA and protein levels, which in turn lead to transcriptional interference by inhibiting promoters found downstream of highly expressed genes. We further show that *Chaserr* production represses *Chd2* expression solely in *cis*, and that the phenotypic consequences of *Chaserr* loss are rescued when *Chd2* is perturbed as well. Targeting *Chaserr* is thus a potential strategy for increasing CHD2 levels in haploinsufficient individuals.

## Abstract (web summary)

The conserved long noncoding RNA *Chaserr* is transcribed upstream of the chromatin remodeler *Chd2*. Here, using mouse genetics and high throughput assays, the authors show that *Chaserr* inhibits expression of *Chd2* in *cis* and is required for postnatal mouse development.

## Introduction

The mammalian transcriptome is highly complex, and contains tens of thousands of noncoding RNA genes^1–4^. A significant subset of these, referred to as long noncoding RNAs (lncRNAs), are at least 200 nucleotides (nt) in length, 3′ polyadenylated, and 5′ capped, and are therefore structurally similar to mRNAs, but lack protein-coding potential^5^. Only a small portion of lncRNAs have been functionally characterized, and only very few of these have been studied in the context of organismal development^6^.

Chromodomain Helicase DNA Binding Protein 2 (*Chd2*) gene encodes an ATP-dependent chromatin-remodeling enzyme, which together with CHD1 belongs to subfamily I of the chromodomain helicase DNA-binding (CHD) protein family. Members of this subfamily are characterized by two chromodomains located in the N-terminal region and a centrally located SNF2-like ATPase domain^7^, and facilitate disassembly, eviction, sliding, and spacing of nucleosomes^8^. There are conflicting reports on the genomic occupancy of CHD2. According to one report, based on ChIP-seq data obtained with antibodies against CHD1 and CHD2, both proteins bind predominantly in the proximity of gene promoters and share up to 60% of their DNA-binding sites in human cell lines^9^. Another study used MNase-ChIP-seq of endogenously tagged *Chd1* and *Chd2* in mouse embryonic stem cells (mESCs)^10^, and reported that the two proteins have different binding patterns—CHD1 binds predominantly to promoter regions, whereas CHD2 is associated with gene bodies of actively transcribed genes. CHD2 has also been linked to the deposition and incorporation of the H3.3 histone variant at transcriptionally active  genes^9,11,12^ and at DNA damage sites, with the latter activity promoting repair of double-strand breaks^13^.

Mice homozygous for a gene-trap stop cassette in intron 27 of *Chd2* survive until E18.5 with a marked growth retardation, and no viable offspring of these mice can be recovered^14^. Heterozygotes with this mutation show increased postnatal mortality at days 1-4, and in the long term they exhibit growth retardation, shorter life spans, and altered morphology in various organs. However, a dominant negative effect of the truncated protein could not be excluded in this model. A different model for *Chd2* loss of function was recently created by the International Mouse Phenotyping Consortium, where exon 3 was replaced by a lacZ cassette and a stop signal^15^. No significant changes in mortality and aging were reported for these mice, but they exhibit slightly decreased body weight and length, skeletal abnormalities, abnormal bone structure, decreased fat amount and bone mineral density, and abnormalities in blood composition, such as decreased erythrocyte cell number, hemoglobin content, and mean platelet volume (http://www.mousephenotype.org/).

In humans, *CHD2* haploinsufficiency is associated with neurodevelopmental delay, intellectual disability, epilepsy, and behavioral problems (reviewed in ref. ^16^). Studies in mouse models and cell lines also implicate *Chd2* in neuronal dysfunction: perturbations of *Chd2* affect neurogenesis in the mouse developing the cerebral cortex^17^ and in human stem cells differentiated to neurons^18^, and loss of a single *Chd2* copy leads to deficits in neuron proliferation and a shift in neuronal excitability^19^. Therefore, approaches for increasing CHD2 levels may have therapeutic relevance.

Multiple lines of evidence point to a strong link between lncRNA functions and those of chromatin-modifying complexes^20,21^. Numerous chromatin modifiers have been reported to interact with lncRNAs^20^. In addition, lncRNAs in vertebrate genomes are enriched in the vicinity of genes that encode for transcription-related factors^2,22^, including numerous chromatin-associated proteins, but the functions of the vast majority of these lncRNAs remain unknown. We hypothesized that the proximity of some lncRNA genes to genes involved in chromatin biology may imply a functional connection. To explore the biology of such interactions, we focus on one of the most conserved lncRNAs in vertebrates, found in close proximity to *Chd2*.

## Results

### *Chaserr* is a conserved lncRNA located upstream of *Chd2*

*1810026B05Rik* in mouse (which we denote as *Chaserr*, for *CHD2 adjacent, suppressive regulatory RNA*) and *LINC01578*/*LOC100507217* in human (*CHASERR*), are almost completely uncharacterized lncRNAs, found upstream of and transcribed from the same strand as *Chd2* (Fig. 1a). *Chaserr* has five exons, is polyadenylated, and is a bona fide lncRNA according to PhyloCSF^23^ (Supplementary Fig. 1a), CPAT^24^ (coding probability 0.296), and CPC^25^ (coding potential score −1.23). According to FANTOM5 transcription start site (TSS) annotations, 3P-seq poly(A) site mapping, and RNA-seq data, *Chaserr* transcript is independent of *Chd2* (Fig. 1a). The tandem organization with *Chd2*, *Chaserr* exon–intron structure, and parts of *Chaserr* sequence are conserved throughout vertebrates (Fig. 1a), which makes it one of the most conserved mammalian lncRNAs^22,26^. According to RefSeq annotation, the last exon of *Chaserr* in mouse overlaps *Chd2*; however, according to RNA-seq and 3P-seq data from various tissues, and to 3′ RACE in mouse embryonic fibroblasts (mEFs) (Supplementary Fig. 1b), the predominant *Chaserr* isoform ends ~500 bp after its last 3′ splice site, ~2.2 kb upstream of the *Chd2* TSS (as in GENCODE transcript ENSMUST00000184554), and we therefore considered this isoform in further studies. By using single-molecule RNA FISH, we found that the RNA product of *Chaserr* is mostly localized in the nucleus, in proximity to the *Chd2* site of transcription, and subcellular fractionation shows that it is enriched in the chromatin fraction (Fig. 1b and Supplementary Fig. 1c). This nuclear enrichment is due at least in part to nonsense-mediated decay (NMD) that acts on *Chaserr*, likely triggered by a 117-codon non-conserved ORF that ends in the second exon (Supplementary Fig. 1d, e).

**Fig. 1:**
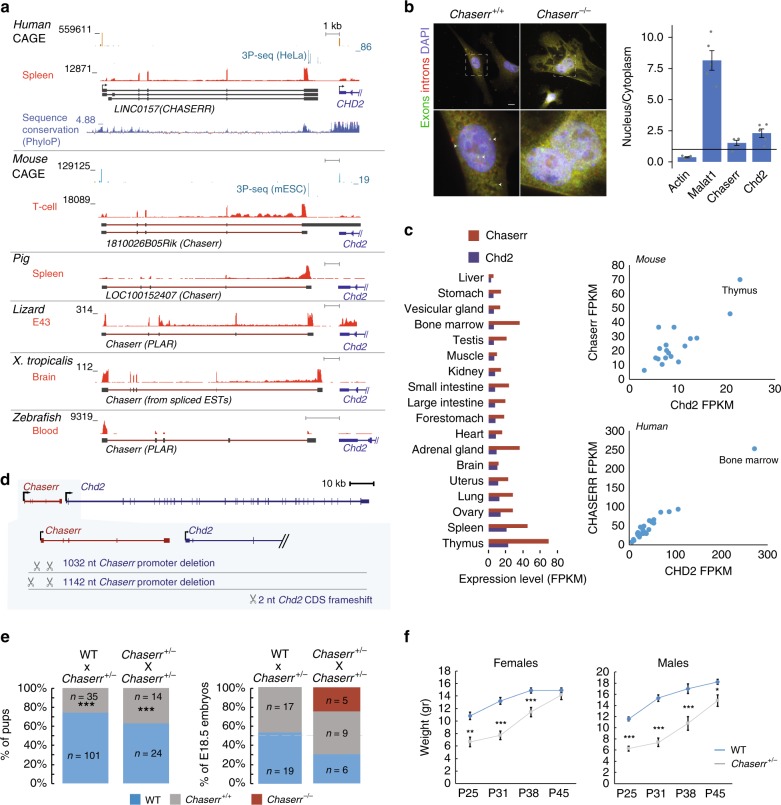
*Chaserr* is essential for postnatal viability. **a** Genomic locus of *Chaserr* in the indicated vertebrate genomes. CAGE read coverage is from the FANTOM5 project^75^. 3P-seq data are from ref. ^76^. RNA-seq data are from HPA^77^, ENCODE (mouse), FAANG (pig), SRP009831 (lizard), SRP039546 (xenopus), and SRP024369 (zebrafish). **b** Left: single-molecule FISH with probes targeting *Chaserr* introns (red) and exons (green) in mouse embryonic fibroblasts. *Chaserr* exons are marked by white arrowhead. Scale bar shows 10 µm. Right: qRT-PCR comparing cytoplasm and nuclear fractions in mESCs. *n* = 5. **c** Left: *Chaserr* and *Chd2* RNA expression across different tissues profiled in the mouse BodyMap^78^. Right: scatter plots for *Chaserr* and *Chd2* expression in mouse BodyMap and human HPA^77^ projects. **d** Schematic of the positions of regions targeted by gRNAs used to generate *Chaserr*^−/−^ and *Chd2*^m/m^ mice. **e** Left: neonate survival rates for the indicated crossing. Right: embryonic survival rates at the indicated embryonic time points. **f** Weights of neonates at the indicated age (males *n* = 7–15, females *n* = 6–18 per group). Error bars show S.E.M. *P < 0.05, **P < 0.01, and ***P < 0.001 (**e** chi-squared test. **f** two-sided *t* test). Source data are provided as a Source Data file

*Chaserr* and *Chd2* mRNA are tightly co-expressed across a panel of human and mouse tissues, and during mouse development according to ENCODE and FANTOM5 data (Fig. 1c and Supplementary Fig. 1f, g). Interestingly, both genes are expressed at appreciable levels in all studied samples, with particularly high expression in lymphocytes. The ratio between the expression levels of the two genes is also similar across the tissues, with notable exceptions of neuronal cells and fibroblasts, where *Chaserr* levels are relatively high (Fig. 1c and Supplementary Fig. 1f, g).

### *Chaserr* is required for postnatal survival

In order to study its function, we generated *Chaserr* null alleles in mice by injection into fertilized oocytes of CRISPR/Cas9 mRNA with a pair of gRNAs targeting sequences flanking the promoter and the first exon of *Chaserr* (Fig. 1d). This resulted in two different *Chaserr*^+/–^ mouse strains that carry deletions of 1032 and 1142 bps (Supplementary Fig. 1h), which were sufficient to abolish expression of mature *Chaserr* (see below), and the two lines were phenotypically indistinguishable from each other, and so we used them interchangeably in subsequent experiments. Strikingly, out of 38 pups born following crosses between *Chaserr*^+/–^ mice, we observed no *Chaserr*^–/–^ pups. The numbers of *Chaserr*^+/–^ pups at weaning also deviated from expected Mendelian ratios (~37%, *P* < 10^–8^, Fig. 1e), and the surviving mice exhibited substantial growth retardation, occasional malocclusion, and neonatal lethality (Fig. 1f and Supplementary Fig. 1i–k). Pathological analysis of *Chaserr*^+/–^ mice revealed a wide range of abnormalities, including fat depletion, kyphosis, and thymic depletion, neither of which was highly penetrant. Out of 136 pups born from *Chaserr*^+/–^ and Chaserr^+/+^ crosses, 35 were *Chaserr*^+/–^ (~25%), significantly less than the expected 50% (*P* < 10^−5^, Fig. 1e), suggesting that two copies of *Chaserr* are required for proper postnatal survival. In contrast, embryos were recovered with the expected Mendelian ratios in crosses between *Chaserr*^+/–^ and *Chaserr*^+/+^ mice and in *Chaserr*^+/–^ intercrosses (Fig. 1e and Supplementary Fig. 1l), suggesting that *Chaserr* is required for postnatal, but not embryonic, survival. *Chaserr*^+/–^ females very rarely became pregnant, and therefore we focused on crosses between *Chaserr*^+/+^ females and *Chaserr*^+/–^ males for most of this study.

Due to the close proximity and co-expression of *Chaserr* and *Chd2*, we tested whether *Chd2* expression is affected in *Chaserr*^+/–^ embryos. *Chd2* mRNA was significantly upregulated by ~1.5-fold during embryonic development at the examined time points (E9.5, E10.5, and E13.5), in mEFs derived from E13.5 embryos, and in four adult tissues (Fig. 2a). Western blot (WB) in E13.5 embryos and in the adult tissues also demonstrated strong upregulation of CHD2 protein (Fig. 2b, c).

**Fig. 2:**
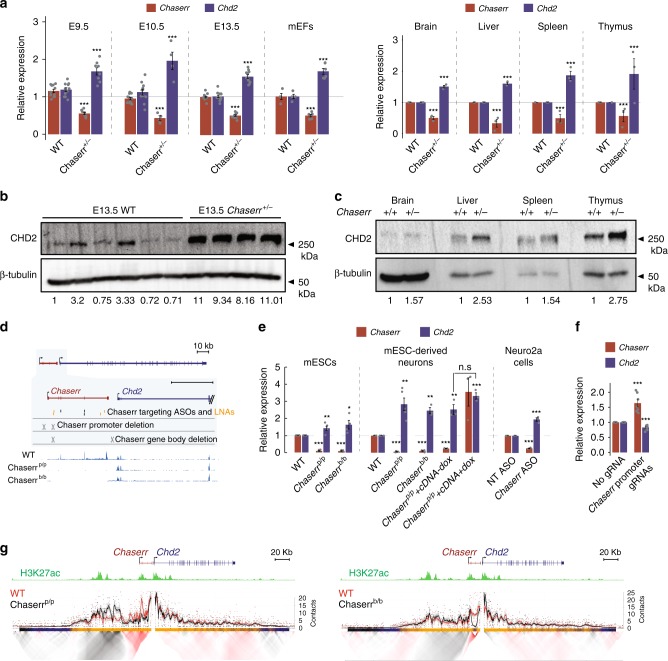
*Chaserr* represses *Chd2* expression. **a** qPCR of the indicated genes in whole embryos from the indicated developmental stage, mEFs, or adult tissues with the indicated background. *n* for each group of embryos or mEFs is indicated in parentheses. Normalized to *Actb*. *n* = 3 for the tissues. **b** Western blot for the indicated protein in individual E13.5 whole embryos from indicated background. **c** As in **b** for the adult tissues. **d** Top: scheme of regions targeted by gRNAs used to generate *Chaserr*^p/p^, *Chaserr*^b/b^ mESCs, or the antisense reagents; Bottom: RNA-seq read coverage in mESCs from the indicated background. **e**, **f** qRT-PCR of the indicated genes in the indicated backgrounds or treatments. Normalized to *Actb*. *n* = 3–5. **g** Targeted Chromosome Conformation Capture (4C) analysis with the *Chd2* promoter as the viewpoint in WT vs. *Chaserr*^p/p^ (left) or WT vs. *Chaserr*^b/b^ (right) mESCs. Top to bottom: scheme of the *Chd2*-*Chaserr* locus; H3K27ac ChIP-seq signal in mESCs; smoothed trend lines and raw counts of the contact profiles in the indicated cell lines; domainogram^79^ showing mean contact per fragment end for a series of window sizes. Ratio quantifications are shown below Western blots. Source data are provided as a Source Data file. Error bars show S.E.M. *P < 0.05, **P < 0.01, and ***P < 0.001 (**a**, **e**, **f**: two-sided *t* test)

### *Chaserr* RNA or its transcription repress *Chd2*

As *Chaserr*^–/–^ mice could not be generated, in order to study the regulation of *Chd2* in *Chaserr*^–/–^ cells and efficiently compare different *Chaserr* perturbations, we used CRISPR/Cas9 in mouse embryonic stem cells (mESCs) to engineer clones with either homozygous loss of *Chaserr* promoter and the first exon (*Chaserr*^p/p^), or deletion of the rest of the *Chaserr* gene body from the first intron to just downstream of *Chaserr* polyadenylation site (*Chaserr*^b/b^) (Fig. 2d). Importantly, the *Chaserr*^b/b^ line has an intact *Chaserr* promoter, which still recruits RNA Pol2 (Supplementary Fig. 2a). *Chaserr* expression was abolished in both mutant lines, as evident in RNA-seq data (Fig. 2d), leading to significant *Chd2* mRNA upregulation (Fig. 2e). This upregulation is consistent with a previous study that examined *Chaserr* as part of a panel of lncRNAs (*Chaserr* was referred to as linc2025 in that study) and also observed an increase in *Chd2* upon deletion of *Chaserr* promoter^27^. *Chd2* was also significantly upregulated in neurons derived from *Chaserr*^p/p^ and *Chaserr*^b/b^ mESCs (Fig. 2e). Similarly, targeting of *Chaserr* in Neuro2a cells by using antisense oligonucleotides (ASOs) or LNA Gapmers reduced *Chaserr* expression by ~75%, and led to a significant increase in *Chd2* mRNA and protein levels (Fig. 2e and Supplementary Fig. 2b, c). Furthermore, induction of *Chaserr* expression from the endogenous locus by using CRISPR activation^28^ resulted in a decrease in *Chd2* mRNA levels (Fig. 2f). We note that other perturbation methods, like insertion of polyA sites^29^ are not effective for perturbing *Chaserr*^27^. We conclude that an intact *Chaserr* represses *Chd2* expression in all the systems we studied.

Importantly, *Chaserr*^b/b^ mESCs have an intact *Chaserr* promoter, which recruits RNA Pol2 (Supplementary Fig. 2a), and thus this line helps address the possibility of a competition between the *Chaserr* and *Chd2* promoters over shared enhancers. Indeed, Targeted Chromosome Conformation Capture (4C) analysis of the two lines showed that while deletion of *Chaserr* promoter resulted in a pronounced increase of contacts between the *Chd2* promoter and an array of enhancers upstream of the *Chaserr*/*Chd2* locus, no substantial changes were observed in the *Chaserr*^b/b^ cells (Fig. 2g), suggesting that enhancer competition is not the predominant cause of the increased *Chd2* levels in these cell lines.

In order to test whether the mature *Chaserr* RNA is sufficient for repression of *Chd2*, we infected the *Chaserr*^p/p^ mESCs with a lentivirus carrying a doxycycline (dox)-inducible *Chaserr* cDNA. *Chaserr* was overexpressed relative to the WT levels by ~3.5-fold following Dox addition, but *Chd2* mRNA expression was not affected compared with no-Dox control (Fig. 2e). We conclude that either the RNA product of *Chaserr*, or transcription from its endogenous locus (which might be affected by the ASO/Gapmer cleavage of the nascent transcript), are required for repression of *Chd2* expression.

### Chaserr acts in *cis*

We next examined whether the early lethality of mice with *Chaserr* loss of function is mediated by increased *Chd2* levels. We used CRISPR/Cas9 with a single gRNA targeted to the third exon of *Chd2* (Fig. 1d and Supplementary Fig. 2d) to generate *Chd2*^m/m^ mice that had a 2-bp deletion in the coding sequence of *Chd2*. This mutation had a mild effect on Chd2 mRNA expression, but dramatically reduced CHD2 protein levels, as expected from a frameshift in the main coding frame, with the residual protein possibly emanating from an alternative start codon (Fig. 3a, note that the monoclonal antibody we used recognizes a peptide in the C-terminal part of CHD2). *Chd2*^m/m^ mice were born at expected Mendelian ratios (Supplementary Fig. 2e), and similarly to the *Chd2*^tm1b(EUCOMM)Hmgu^ mice generated by insertion of a LacZ cassette into the second intron and deletion of the third exon of *Chd2*^30^, had mild reduction in size and in subcutaneous adipose tissue, but no gross developmental or fertility phenotypes. This enabled us to breed *Chaserr*^+/–^ mice with *Chd2*^m/m^ mice (Fig. 3b). We intercrossed the resulting *Chaserr*^+/*–*^ *Chd2*^m/+^ offspring, and out of 44 pups born from such crosses, only 14 (~32%) were *Chaserr*^*+/–*^ (Supplementary Fig. 2f), suggesting that one hypomorphic allele of *Chd2* is not sufficient for compensating for loss of one *Chaserr* allele. Indeed, CHD2 protein levels were substantially higher in *Chaserr*^+/–^ *Chd2*^m/+^ mice when compared with their *Chaserr*^+/+^ *Chd2*^m/+^ littermates (Fig. 3c), potentially explaining the neonatal lethality and growth retardation (Supplementary Fig. 2g).

**Fig. 3:**
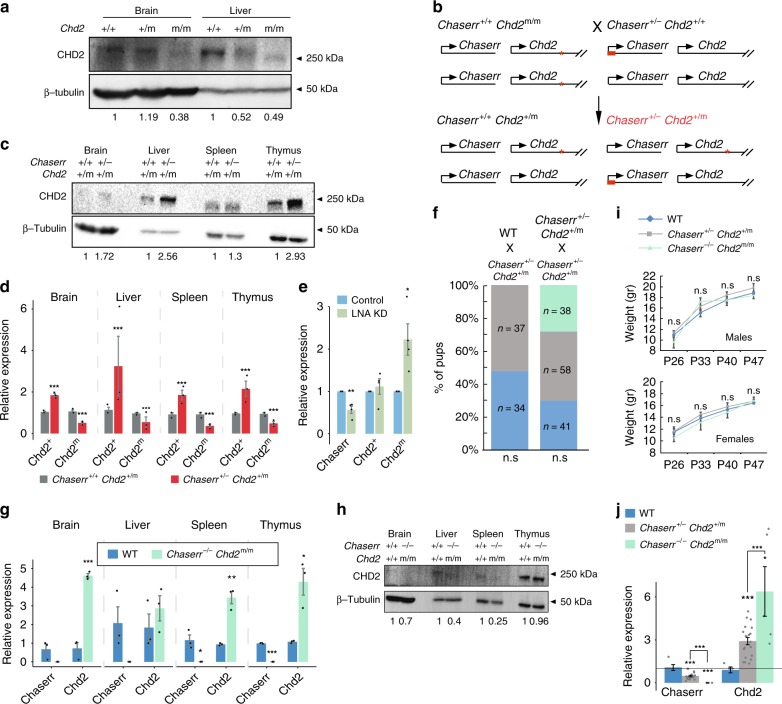
*Chaserr* regulates *Chd2* expression in *cis*. **a** CHD2 Western blot in the indicated tissues from mice with the indicated genotypes. **b** Scheme of the cross between *Chaserr*^+/−^ and *Chd2*^m/m^ mice. **c** Western blot in the indicated tissues from mice with the indicated genotypes. **d** *Chd2* allele-specific expression in the indicated backgrounds in four different mouse tissues. Normalized to *Actb*. *n* = 3 for the indicated tissues. **e** Changes in expression of *Chaserr*, or of *Chd2* mRNA from the indicated allele, in *Chaserr*^+/−^ *Chd2*^m/+^ mEFs transfected with a mix of two LNAs targeting *Chaserr* or non-targeting control (NT). **f** Neonate survival rates for the indicated crossing. **g** qRT-PCR in the indicated adult tissues and backgrounds. Normalized to *Actb*. *n* = 3 for the indicated tissues. **h** CHD2 Western blot from the indicated tissues and backgrounds. **i** Pup weights for the *Chaserr*^+/−^ *Chd2*^m/+^ intercross. *n* = 5–19 pups per genotype per time point. **j** qRT-PCR for mEFs with the indicated background. Normalized to *Actb*. WT *n* = 5, *Chaserr*^+/−^ *Chd2*^+/m^ *n* = 20, *Chaserr*^+/−^ *Chd2*^+/m^ *n* = 5. Error bars show S.E.M. *P < 0.05, **P < 0.01, and ***P < 0.001 (**d**, **e**, **g**, **i**, **j**: two-sided *t* test. **f**: chi-squared test). Ratio quantifications are shown below Western blots. Source data are provided as a Source Data file

The *Chaserr*^+/–^ *Chd2*^m/+^ offspring that survived allowed us to test with allele-specific qRT-PCR whether *Chaserr* affected *Chd2* expression from the *cis* allele in vivo (Supplementary Fig. 2h). Only *Chd2* in *cis* to the *Chaserr*^–^ allele was upregulated in *Chaserr*^+/–^ *Chd2*^m/+^ mice when compared with *Chaserr*^+/+^ *Chd2*^m/+^ littermates (Fig. 3d), suggesting that *Chaserr* represses *Chd2* through *cis*-acting regulation. Interestingly, the *Chd2* mRNA produced from the *Chaserr*^+^ allele was repressed compared with WT levels, hinting at a possible feedback regulation resulting from excess CHD2 expression (see Discussion). mEFs derived from E13.5 *Chaserr*^+/–^ *Chd2*^m/+^ embryos allowed us to test whether the effect of knocking down *Chaserr* on *Chd2* also occurs strictly in *cis*. Indeed, treatment of these mEFs with LNA Gapmers targeting *Chaserr* (which is expressed only from the *Chd*^m^ allele) resulted in an increase in expression of *Chd*^*m*^ mRNA, but did not affect *Chd*^+^ mRNA levels (Fig. 3e), further solidifying the *cis*-acting function of *Chaserr* RNA product or the act of its transcription.

### *Chd2* loss of function rescues phenotypes of *Chaserr*^*–/–*^ mice

In order to directly test whether the severe *Chaserr* loss-of-function phenotype is mediated by CHD2 overexpression, we used CRISPR/Cas9 to delete the *Chaserr* promoter and the first exon in a *Chd2*^m/m^ mouse (Supplementary Fig. 3a), and thus generated a model in which loss of *Chaserr* increases the expression of a hypomorphic allele of *Chd2*. Out of 137 pups born from intercrosses of *Chaserr*^+/–^ *Chd2*^+/m^ mice, 38 were *Chaserr*^–/–^ *Chd2*^m/m^ (~27%), 58 *Chaserr*^+/–^ *Chd2*^+/m^(~42%), and 41 WT (~30%), which did not deviate significantly from normal Mendelian ratios (P = 0.2; Fig. 3f and Supplementary Fig. 3b, c), despite up to sixfold upregulation of *Chd2* mRNA in different tissues of *Chaserr*^–/–^ *Chd2*^m/m^ mice (Fig. 3g). Despite *Chd2* mRNA upregulation, CHD2 mutant protein levels in tissues from *Chaserr*^–/–^ *Chd2*^m/m^ mice were not higher than the WT protein levels in WT mice (Fig. 3h). *Chaserr*^–/–^ *Chd2*^m/m^ and *Chaserr*^+/–^ *Chd2*^+/m^ mice showed no significant differences in weight (Fig. 3i and Supplementary Fig. 3d), and no obvious phenotypes, in stark contrast to the common and pleiotropic phenotypes observed in *Chaserr*^+/–^ neonates on *Chd2*^+/+^ background. A hypomorphic allele of *Chd2* can thus rescue the lethality caused by loss of *Chaserr*, when the two occur on the same allele.

To further characterize the changes in levels of *Chd2* mRNA in the double mutants, we isolated mEFs from E13.5 embryos from *Chaserr*^+/+^, *Chaserr*^+/–^, and *Chaserr*^–/–^ genotypes on *Chd2*^m/m^ background. qRT-PCR analysis showed that *Chaserr* expression is completely abolished in *Chaserr*^–/–^ *Chd2*^m/m^ mice, and that *Chd2* mRNA was significantly overexpressed in a *Chaserr* dosage- dependent manner (Fig. 3j).

### *Chaserr* loss leads to extensive transcriptional changes

Having established that the severe phenotype resulting from *Chaserr* loss is mediated by CHD2, we were next interested to understand the consequences on gene expression of *Chaserr* loss and CHD2 upregulation. 

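RNA was sequenced from whole E9.5 and E13.5 embryos, from brains and from mouse embryonic fibroblasts (mEFs), which are primary cultures grown from E13.5 embryos. The libraries were strand-specific, were made from poly(A) RNA and were read as paired ends. The TruSeq kit was used for the embryos and for replicate 3 of both brain groups, and the Lexogen SENSE kit for the other brains and all mEFs. The authors quantified each library with RSEM on RefSeq genes, in which they had edited the last exon of *Chaserr*, and deposited an expected count, a TPM and an FPKM for each of 24990 rows. The expected counts carried no normalization between libraries. Each mutant group had 3 libraries and was compared with the 3 WT libraries of its own set, except that *Chd2* m/m mEFs had 2 libraries. The expected counts were rounded, filtered by edgeR's filterByExpr, scaled by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called differentially expressed at an adjusted p under 0.05. Normalized values are CPM after TMM scaling. In E9.5 embryos, the total count per library ran from 25553729 to 27288777 in WT (median 26143557) and from 21589962 to 31293072 in *Chaserr*+/- (median 27248677). E13.5 embryos had from 24875751 to 26311335 counts in WT (median 25656932) and from 25567033 to 29806490 in *Chaserr*+/- (median 29410073). Brains had from 13956040 to 33192002 counts in WT (median 14124883) and from 14570184 to 25666207 in *Chaserr*+/- (median 14923711), with the highest total of each group in the TruSeq library. Among mEFs, the *Chaserr*+/- cultures had from 11615325 to 14113765 counts (median 14026378) and the WT cultures of that pregnancy from 11814184 to 14178022 (median 12747501). The *Chaserr*-/- mEFs had from 9672637 to 11209060 counts (median 9717495), and the WT mEFs of their pregnancy from 9836480 to 11061791 (median 10224082). The 2 *Chd2* m/m libraries had 15482274 and 16720593 counts, and their WT libraries from 15038261 to 16102716 (median 15901756). The *Chaserr*-/- *Chd2* m/m mEFs had from 10202169 to 16983416 counts (median 12441577), and their WT libraries from 14185184 to 15821450 (median 15766218).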

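*Chd2* lies on the minus strand of chromosome 7 from 80571577 to 80686632 (mm9), and *Chaserr* is listed in the deposited tables as 1810026B05Rik. In *Chaserr*+/- E9.5 embryos, *Chd2* was at 185 ± 14.4 CPM (SD, n = 3) against 117 ± 3.72 CPM (SD, n = 3) in WT, a log2 fold change of 0.66 (standard error 0.0618, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This adjusted p was 0.00439 without *Chaserr*+/- replicate 3, and over all alternatives it ran from 4.07e-17 with DESeq2 to 0.997 without WT replicate 3. E13.5 embryos had *Chd2* at 219 ± 8.8 CPM (SD, n = 3) against 127 ± 1.88 CPM (SD, n = 3), a log2 fold change of 0.78 (standard error 0.0443, adjusted p = 0.0029 from edgeR). That adjusted p was 0.0536 without WT replicate 3, within a range over alternatives from 6.21e-44 to 0.129. In brains, *Chd2* was at 76.2 ± 25.6 CPM (SD, n = 3) against 38.7 ± 6.86 CPM (SD, n = 3), a log2 fold change of 0.98 (standard error 0.274, adjusted p = 1 from edgeR). In *Chaserr*+/- mEFs it was at 53.8 ± 3.18 CPM (SD, n = 3) against 36.7 ± 1.34 CPM (SD, n = 3), a log2 fold change of 0.55 (standard error 0.0878, adjusted p = 0.0369 from edgeR). In mEFs, leaving out any library but *Chaserr*+/- replicate 1 took the adjusted p above 0.05, at most to 0.234 without WT replicate 1, and DESeq2 gave the lowest value of 0.00127. In each of these tissues, every *Chaserr*+/- library had more *Chd2* than every WT library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). *Chaserr* was lower in every *Chaserr*+/- library than in every WT library of its tissue. Its log2 fold change was -0.86 in E9.5 embryos, -0.61 in E13.5 embryos, -0.90 in brains and -0.70 in mEFs, and the adjusted p was 1, 0.732, 1 and 0.192, respectively. Only DESeq2 in E9.5 embryos took the adjusted p of *Chaserr* under 0.05, to 4.23e-05. No gene passed the threshold among 14500 tested in E9.5 embryos, where 453 had an unadjusted p under 0.05, or among 14911 in brains, where 368 did. Without *Chaserr*+/- replicate 3, 6 genes passed in E9.5 embryos, and without WT replicate 2, 5 genes did. The *Chaserr*+/- and WT values did not overlap for 9.62% of genes in E9.5 embryos and 9.22% in brains, against 10% by chance. In brains, replicate 3 of both groups came from another kit, which can itself make the groups overlap. That share therefore cannot show an absence of changes in brains. With the replicate block 1954 brain genes had an unadjusted p under 0.05, and with the kit as a covariate 2258, though none passed. In E13.5 embryos, 5 of 15946 genes passed, and leaving out 1 library gave from 1 gene without WT replicate 3 to 12 genes without WT replicate 1. Besides *Chd2*, these were AI506816 (log2 fold change 4.68, adjusted p = 2.15e-05), *Entpd4* (-0.72, adjusted p = 0.0412), *Wdfy1* (-0.53, adjusted p = 0.0412) and a row listed as NM_001100415** (-8.18, adjusted p = 0.0412). The adjusted p of *Entpd4*, *Wdfy1* and NM_001100415** rose above 0.05 in most of the leave-one-out fits, to at most 0.304 for *Entpd4* and *Wdfy1* and 0.265 for NM_001100415**. Over all alternatives it reached 0.525 for *Entpd4* and 0.835 for *Wdfy1*, both with the replicate block, and that of AI506816 stayed at or under 0.00547. In mEFs, 17 genes were higher and 6 lower of 13282, and DESeq2 called 82 and the replicate block 74. With 1 library left out, the number ranged from 3 without WT replicate 3 to 54 without *Chaserr*+/- replicate 1. *Serpina3h* had a log2 fold change of 3.99 (adjusted p = 4.07e-07), *Entpd3* of 2.43 (adjusted p = 0.0318) and Gm6756 of -2.45 (adjusted p = 0.0125) in mEFs. Without WT replicate 3, the adjusted p was 0.224 for *Entpd3* and 0.103 for Gm6756. The files hold 2 rows of the symbol *Eno1b*, of which one fell by 5.33 on the log2 scale and the other, at 0 in all WT libraries, was at least 3010-fold higher, so reads may have moved between them. Of the 13 genes that the paper names for these data, 2 passed in E9.5 embryos, 6 in E13.5 embryos, 0 in brains and 4 in mEFs when adjusted over the list alone, against 0, 1, 0 and 1 over all genes tested. Some of these genes, such as *Ctsk*, *Cpt1c* and *Dapk3*, were picked by the study from *Chaserr*-/- mEFs, which share no library with these comparisons. That choice does not make the first counts circular, but they rest on adjustment over the list alone. The list also holds *Chaserr*, which the mutation targets, and *Chd2*, whose rise the paper had shown by qPCR in embryos and mEFs. A pass of either gene is therefore not independent evidence.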

Beyond the increase in *Chd2* mRNA levels, limited changes in gene expression were observed in *Chaserr*^+/–^ E9.5 or E13.5 embryos, mEFs, or brains (Supplementary Fig. 4a). In contrast, hundreds of genes were differentially expressed in *Chaserr*^–/–^ mEFs, which showed a more than two-fold increase in *Chd2* mRNA and protein levels (Fig. 4a). 

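In *Chaserr*-/- mEFs, *Chd2* was at 88 ± 7.78 CPM (SD, n = 3) against 32.2 ± 2.61 CPM (SD, n = 3) in WT mEFs of the same pregnancy, a fold change of 2.73 (log2 1.45, standard error 0.136, adjusted p = 0.00568 from edgeR). Its adjusted p was 0.0864 without WT replicate 5 and under 0.05 in the other fits that left out 1 library, with 5.56e-17 from DESeq2 as the lowest value of all alternatives. *Chaserr* had no counts in the 3 *Chaserr*-/- libraries and 71, 50 and 41 counts in the WT libraries, which was at least 53.9-fold lower when 3 counts were taken as the limit that a count of 0 allows. Such limits cover counting error only. Of 13580 genes tested, 16 were differentially expressed, and 4601 had an unadjusted p under 0.05, of which 2408 were higher and 2193 lower. The values of the 2 groups did not overlap for 43.2% of genes, against 10% by chance. All 16 had an adjusted p at or under 0.0476, and 1503 genes had one under 0.06, a limit chosen after seeing the data. DESeq2 called 2565 genes, and these held all 16. Leaving out 1 library gave 1015 genes without *Chaserr*-/- replicate 1, 2827 without *Chaserr*-/- replicate 2, and from 2 to 7 without any of the other 4 libraries. Among the 13 genes that the paper names for these data, 10 passed when adjusted over the list alone and 4 over all genes tested, but some of the list, such as *Ctsk*, *Cpt1c* and *Dapk3*, was picked by the study from these samples and the first count is not independent evidence. No paired analysis was possible because the *Chaserr*-/- and WT mEFs carry different replicate numbers.

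**Figure D1:**
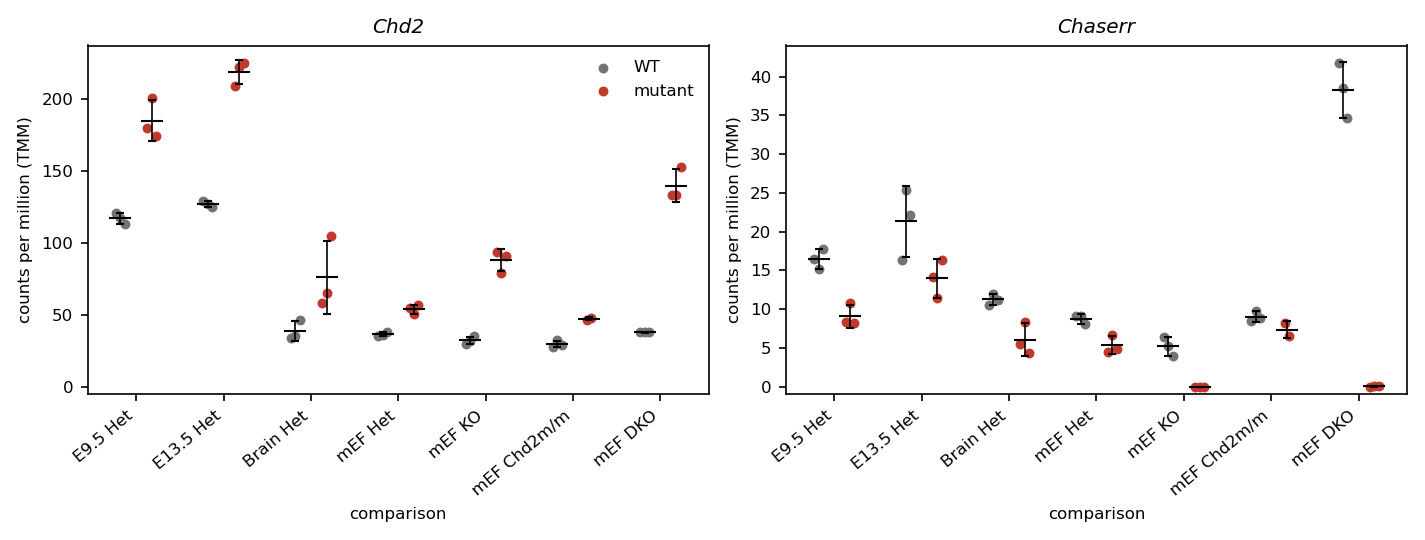
Normalized counts (CPM after TMM scaling, vertical axes) of *Chd2* (left) and *Chaserr* (right) in every library of the 7 comparisons along the horizontal axis. Grey points are WT libraries, red points are libraries of the mutant, and bars give the mean and SD; *Chd2* in *Chaserr*-/- mEFs lies at 88 ± 7.78 CPM, above all 3 WT libraries.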

Changes in gene expression in three independently-derived *Chaserr*^–/–^ mEFs were strongly correlated with those observed in an E13.5 *Chaserr*^–/–^ embryo (*R* = 0.4, *P* < 10^−15^). The 1493 significantly downregulated genes (down by at least 25%, adjusted *P* < 0.05) were enriched for various GO categories, such as nervous and connective tissue development and transcriptional regulation, and were very significantly enriched for genes whose loss of function in mice is associated with phenotypes such as decreased length of long bones, decreased body weight, respiratory distress, and premature death (Supplementary Data 1), closely related to the phenotypes observed in our *Chaserr* loss-of-function model. Specifically, some of the most downregulated genes, such as *Ctsk*, *Cpt1c*, and *Dapk3*, which were also validated by qRT-PCR (Fig. 4c), are known to be required for proper embryonic development^31^. In contrast, the 616 significantly upregulated genes (up by at least 25%, adjusted *P* < 0.05) were enriched for various RNA-related GO categories (Supplementary Data 1).

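In *Chaserr*-/- mEFs, 13 genes were lower at an adjusted p under 0.05, and each of them fell by at least 25%. With DESeq2, the test that the paper used, 1024 genes fell by at least 25%, and without *Chaserr*-/- replicate 1, 460 did. With each library's trend of counts with GC content and gene length removed (GC and length correction), 86 genes fell by at least 25%. The largest falls among called genes with an FPKM of at least 1 in the higher group and no overlap between the groups were those of *Chaserr*, *Mpo* and *Hba-a1*. *Mpo* was at 1.25 ± 0.404 CPM (SD, n = 3) against 10.3 ± 4.25 CPM (SD, n = 3) in WT, a log2 fold change of -3.03 (adjusted p = 0.0197 from edgeR). Its adjusted p was 0.074 without *Chaserr*-/- replicate 3, 0.131 without WT replicate 5 and 0.0611 without WT replicate 6, and over all alternatives it ran from 4.04e-09 to 0.377. *Hba-a1*, a haemoglobin gene with a near-identical paralog whose reads the quantification could have split, was at 8.75 ± 1.14 CPM (SD, n = 3) against 58.9 ± 24.8 CPM (SD, n = 3), a log2 fold change of -2.75 (adjusted p = 0.0064 from edgeR). With the WT mEFs of the *Chaserr*+/- pregnancy added to the control group, the adjusted p of *Hba-a1* was 0.518, the highest of its alternatives, and the lowest was 2.38e-19. *Cd68* and *Laptm5*, both on a list of macrophage genes whose members were lower as a set in *Chaserr*-/- mEFs, were also among the 13; they were chosen for mention after their values were seen.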

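*Ctsk*, on the plus strand of chromosome 3 from 95303208 to 95313284 (mm9), was at 19.8 ± 1.02 CPM (SD, n = 3) in *Chaserr*-/- mEFs against 37.8 ± 7.05 CPM (SD, n = 3) in WT, a log2 fold change of -0.93 (standard error 0.164, adjusted p = 0.0522 from edgeR). Its adjusted p fell under 0.05 in 7 of the alternatives, including 0.0224 without *Chaserr*-/- replicate 1 and 0.018 without *Chaserr*-/- replicate 2, and ran from 3.14e-04 to 0.164 over all of them. *Ctsk* was also lower in *Chaserr*-/- *Chd2* m/m mEFs, with a log2 fold change of -1.03 (standard error 0.146, adjusted p = 0.0339 from edgeR). *Cpt1c*, on the minus strand of chromosome 7 from 52214743 to 52230184, was at 14.9 ± 5.47 CPM (SD, n = 3) against 50.5 ± 8.19 CPM (SD, n = 3), a log2 fold change of -1.75 (standard error 0.258, adjusted p = 0.0439 from edgeR). This adjusted p passed 0.05 without *Chaserr*-/- replicate 3 (0.0816) and without WT replicate 4, 5 or 6 (0.0779, 0.18 and 0.164), and its lowest value was 2.11e-08 with DESeq2. *Dapk3*, on the plus strand of chromosome 10 from 80646663 to 80655729, was at 16.8 ± 3.57 CPM (SD, n = 3) against 50 ± 4.56 CPM (SD, n = 3), a log2 fold change of -1.57 (standard error 0.177, adjusted p = 0.0105 from edgeR). Without WT replicate 5 its adjusted p was 0.0996 and without WT replicate 6 it was 0.0668, against 1.02e-11 with DESeq2. For each of these 3 genes, every *Chaserr*-/- library was below every WT library (exact permutation test, two-sided p = 0.1, the smallest possible with 3 libraries against 3). By log2 fold change, *Cpt1c* ranked 13555, *Dapk3* 13547 and *Ctsk* 13334 of the 13580 tested genes, counted from the largest rise. In *Chaserr*-/- *Chd2* m/m mEFs, the log2 fold changes of *Dapk3* and *Cpt1c* were -0.03 (adjusted p = 0.976) and 0.19 (adjusted p = 0.759).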

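Of the tested genes, 3 were higher in *Chaserr*-/- mEFs at an adjusted p under 0.05, and each rose by at least 25%. The number of higher genes that rose by at least 25% was 1497 with DESeq2, 768 when only genes with at least 10 counts in every library were tested, and 36 with the GC and length correction. The 3 genes were *Chd2*, *Lama3* and 1 of the 6 rows of the symbol *Zfp131*. *Lama3*, on chromosome 18 from 12492533 to 12741522, was at 26.9 ± 5.44 CPM (SD, n = 3) against 9.59 ± 2.04 CPM (SD, n = 3) in WT, a log2 fold change of 1.48 (standard error 0.212, adjusted p = 0.0406 from edgeR). Its adjusted p was above 0.05 without *Chaserr*-/- replicate 3 and without each WT library in turn, at most at 0.18, and was 5.91e-07 with DESeq2. The Zfp131_NM_001302548* row had no counts in the WT libraries and 188 in the *Chaserr*-/- libraries together, at least 62-fold higher. The summed value of all *Zfp131* rows was 67.1 ± 22.2 CPM (SD, n = 3) against 38.5 ± 5.76 CPM (SD, n = 3). Without *Chaserr*-/- replicate 2, 1626 genes were higher, and without *Chaserr*-/- replicate 1, 540 were.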

**Fig. 4:**
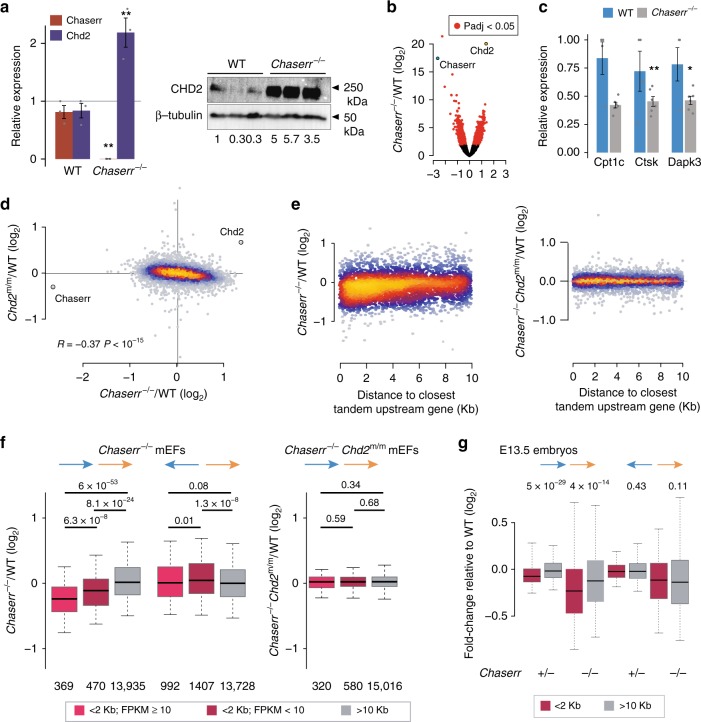
Transcriptional dysregulation following loss of *Chaserr*. **a** qRT-PCR (left) and Western blot (right) of *Chd2* expression in mEFs from the indicated background. *n* = 3. qRT-PCR normalized to *Actb*. Western blot shows mEFs from three embryos for each background. Error bars show S.E.M. **P < 0.01 (two-sided *t* test). **b** Volcano plots for the indicated differential expression comparison by using DESeq2^62^. **c** qRT-PCR of the indicated genes in WT and *Chaserr*^−/−^ mEFs. Normalized to *Actb*. WT *n* = 4, *Chaserr*^−/−^ *n* = 6 *P < 0.05, **P < 0.01 (two-sided *t* test). **d** Changes in gene expression in *Chaserr*^−/−^ and *Chd2*^m/m^ mEFs. Correlation computed by using Spearman’s correlation. Color indicates point density. **e** Change in expression in *Chaserr*^−/−^ or *Chaserr*^−/−^ *Chd2*^m/m^ vs. WT mEFs and distance to the 3′ end of the closest upstream gene transcribed from the same strand, for genes for which this distance is <10 kb. Color indicates point density. **f** Changes in gene expression in *Chaserr*^−/−^ or *Chaserr*^−/−^ *Chd2*^m/m^ vs. WT mEFs for genes with the indicated distances from the closest upstream gene. Genes with distance <2 kb were further subdivided based on the expression levels of the upstream gene. The number of genes in each group is indicated below the distance threshold. Boxplots show the 5th, 25th, 50th, 75th, and 95th percentiles. **g** As in **f**, for the E13.5 whole embryo RNA-seq. *P*-values computed by using Wilcoxon rank-sum test. Ratio quantifications are shown below Western blots. Source data are provided as a Source Data file. Boxplots show the 5th, 25th, 50th, 75th, and 95th percentiles

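Across the 13191 genes tested in both *Chaserr*-/- and *Chd2* m/m mEFs, the log2 fold changes against the WT mEFs of each set had a Spearman correlation of -0.258 (Pearson's r = -0.143). Genes are not independent replicates, and 21 such correlations between comparisons were computed. The correlation was -0.142 with the GC and length correction and -0.141 without *Chd2* m/m replicate 1. The 11 genes called lower in *Chaserr*-/- mEFs and tested in *Chd2* m/m mEFs had a median log2 fold change of 0.10 there (a shift that passed limma's camera and fry, with no exact test made). Relative to the other genes this was 0.0958, which became -0.00562 without *Chd2* m/m replicate 2, and fry was not passed when any 1 of the 3 WT libraries of the *Chd2* m/m set was left out. Of the larger groups, the 2137 genes that were lower in *Chaserr*-/- mEFs at an unadjusted p under 0.05 had a median log2 fold change of 0.04 in *Chd2* m/m mEFs, and the 2392 higher ones of -0.05. Both shifts passed limma's camera and neither passed its fry. Of 13777 genes, 2 were differentially expressed in *Chd2* m/m mEFs, and 621 had an unadjusted p under 0.05. These were *Chd2* and an *Eno1b* row that had no counts in *Chd2* m/m mEFs and 5812 in the WT libraries, at least 1310-fold lower. Without WT replicate 1 or without WT replicate 2 of this set, no gene passed, with 568 and 793 genes at an unadjusted p under 0.05. With the replicate block, 99 genes passed. Leaving out a *Chd2* m/m library left a single library of that genotype, so those fits gave no test.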

Gene expression changes in *Chaserr*^–/–^ mEFs were significantly inversely correlated with those in *Chd2*^m/m^ mEFs, where *Chaserr* was downregulated and *Chd2* was upregulated (Fig. 4d and Supplementary Fig. 4b). 

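In *Chaserr*-/- *Chd2* m/m mEFs, *Chaserr* had 0, 1 and 1 counts in the 3 libraries, against 652, 551 and 548 counts in the WT libraries of the same set. These WT libraries had *Chaserr* at an FPKM of 52.4, 49.2 and 43.9, against 5.25 to 12.9 in the WT mEFs of the other sets. The control set was thus unlike the others in *Chaserr*, and the cause was not tested. The titles of these mutant libraries name the *Chd2* +/m cross, and those of the WT libraries the *Chaserr*+/- *Chd2* +/m cross. The sample descriptions place both in 1 set, which was followed here, but a difference between crosses cannot be excluded. *Chd2* was at 140 ± 11.5 CPM (SD, n = 3) against 38 ± 0.369 CPM (SD, n = 3) in WT, a fold change of 3.67 (log2 1.88, standard error 0.096, adjusted p = 8.78e-06 from edgeR). A model with all 12 libraries gave a difference between the log2 fold changes of *Chd2* in *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs of -0.43 (adjusted p = 0.112 from edgeR). Across the 13310 genes tested in both, the log2 fold changes in *Chaserr*-/- *Chd2* m/m and *Chaserr*-/- mEFs had a Spearman correlation of -0.00917 and a Pearson's r of 0.0396. Genes are not independent replicates, so no p is given. With the GC and length correction the Spearman correlation was 0.148, and with 1 library left out it lay between -0.174 and 0.166.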

We also profiled *Chaserr*^–/–^ *Chd2*^m/m^ mEFs, and found no correlation between the changes observed between these and WT mEFs, and the changes in *Chaserr*^–/–^ mEFs (Spearman *R* = −0.003, *P* = 0.68). Instead, changes in *Chaserr*^–/–^ *Chd2*^m/m^ mEFs were similar to those in *Chd2*^m/m^ mEFs (Supplementary Fig. 4b). 

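Of 14076 genes tested, 7 were higher and 6 lower in *Chaserr*-/- *Chd2* m/m mEFs than in WT mEFs, and 1392 had an unadjusted p under 0.05. DESeq2 gave 219 genes and the replicate block 75. Leaving out WT replicate 3 gave 201, leaving out *Chaserr*-/- *Chd2* m/m replicate 3 gave 50, and leaving out *Chaserr*-/- *Chd2* m/m replicate 1 gave 3. Among the called genes with an FPKM of at least 1 in the higher group and no overlap between the groups, *Epha2* and *Hbegf* had the largest rises after *Chd2*, with log2 fold changes of 1.29 and 1.13 (adjusted p = 0.0339 and 0.044 from edgeR). By the same limits, *Ifi203* and *Arsk* had the largest falls after *Chaserr*, with log2 fold changes of -1.75 and -1.08 (adjusted p = 0.0294 and 0.0339 from edgeR). Each of these 4 genes passed 0.05 in some of the fits that left out 1 library, at most at 0.192 without WT replicate 1 for *Arsk*, *Hbegf* and *Epha2* and at 0.145 without *Chaserr*-/- *Chd2* m/m replicate 1 for *Ifi203*. Across the 13457 genes tested in both, the log2 fold changes in *Chaserr*-/- *Chd2* m/m and *Chd2* m/m mEFs had a Spearman correlation of 0.0747 and a Pearson's r of 0.0192, and genes are not independent replicates. The Spearman correlation lay between -0.0274 and 0.126 when 1 library was left out. From the correlations between these comparisons, and with the caution that they come from different crosses, the paper proposes that CHD2 upregulation drives the downstream effects of *Chaserr* loss.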

The correlations between expression changes should be interpreted with caution as they are derived from different crosses, and yet they support the notion that the downstream effects of loss of *Chaserr* are driven by CHD2 upregulation.

### *Chaserr* loss leads to transcriptional interference between close genes

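The distance from the 5′ end of *Dapk3* to the 3′ end of *Eef2*, the closest gene upstream on the same strand, is 1411 bases, and *Eef2* had a mean FPKM of 797 in WT mEFs. *Ctsk* lies 2046 bases from the end of *Arnt* (FPKM 22.4), *Cpt1c* 1175 bases from *Prmt1* (FPKM 390), *Sumf2* 1170 bases from *Cct6a* (FPKM 104) and *Tusc2* 992 bases from *Rassf1* (FPKM 32.5). Positions were taken from GENCODE vM1 on mm9, with the outermost ends of each gene. In *Chaserr*-/- mEFs, *Sumf2* had a log2 fold change of -1.65 (standard error 0.406, adjusted p = 0.0523 from edgeR) and *Tusc2* of -0.67 (standard error 0.175, adjusted p = 0.0527). Without *Chaserr*-/- replicate 1 these adjusted p values were 0.0254 and 0.0456. Over all alternatives, they ran from 0.0254 to 0.18 and from 0.0151 to 0.209. The upstream genes *Eef2*, *Cct6a* and *Rassf1* had log2 fold changes of -0.56 (adjusted p = 0.0607), 0.22 (adjusted p = 0.334) and 0.12 (adjusted p = 0.57). The GC content was 63.2% for *Dapk3*, 57.5% for *Cpt1c*, 55.2% for *Tusc2*, 50.1% for *Sumf2* and 48.8% for *Ctsk*, and log2 fold changes fell with GC content in *Chaserr*-/- mEFs.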

Inspection of the loci of some of the most downregulated genes in *Chaserr*^–/–^ mEFs, such as *Ctsk* and *Dapk3* (Fig. 4c), led us to suspect that promoters of some of the downregulated genes might be preferentially found in close proximity to transcription termination sites (TTSs) of genes transcribed on the same strand (and thus potentially susceptible to transcriptional interference), in a similar organization to the *Chaserr*–*Chd2* locus. Indeed, we found a mild yet highly significant correlation between changes in gene expression in *Chaserr*^–/–^ mEFs and the distance to the TTS of the closest tandem upstream gene (Spearman *R* = 0.2, *P* < 2 × 10^−15^), with the effect observed mostly when the distance was shorter than ~6 kb (Fig. 4e). In contrast, no such effect was observed in *Chaserr*^–/–^ *Chd2*^m/m^ mEFs (*R* = 0.0055, *P* = 0.45, Fig. 4e). 

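Among the 2713 tested genes that lie less than 10 kb downstream of a gene on the same strand, the log2 fold change in *Chaserr*-/- mEFs had a Spearman correlation of 0.172 with that distance. Genes are not independent replicates, and the 7 comparisons each gave one such correlation. The GC and length correction moved it most, to 0.0822, and it was 0.145 for distances under 6 kb. With 1 library left out it lay between 0.145, without *Chaserr*-/- replicate 1, and 0.18. The distance itself had a correlation of -0.168 with GC content among these genes. The median log2 fold change was -0.29 for distances under 2 kb, -0.23 from 2 to 4 kb, -0.16 from 4 to 6 kb, -0.12 from 6 to 8 kb and -0.08 from 8 to 10 kb.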

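The same correlation in *Chaserr*-/- *Chd2* m/m mEFs was 0.0229 over 2722 genes, and 0.0377 with the GC and length correction. It ran from -0.00306 without WT replicate 2 to 0.0545 without WT replicate 1 when 1 library was left out. The median log2 fold change there was -0.0174 for distances under 2 kb, and between -0.0132 and 0.000503 in the 4 longer classes. The difference between the correlations in *Chaserr*-/- *Chd2* m/m and *Chaserr*-/- mEFs was not tested. The correlation was -0.0679 in *Chd2* m/m mEFs.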

Further, the downregulation was stronger when the expression of those upstream neighboring genes was higher (Spearman *R* = −0.17, *P* = 3.4 × 10^−7^ between the change in expression of the downstream gene and the absolute expression of the upstream gene for intergenic distances < 2 kb). 

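Among the 703 genes less than 2 kb downstream of a gene on the same strand, the log2 fold change in *Chaserr*-/- mEFs had a Spearman correlation of -0.205 with the mean FPKM of the upstream gene in WT mEFs. It was -0.161 with the GC and length correction, and -0.116 over the 1613 genes with a distance under 5 kb. With 1 library left out it lay between -0.215 and -0.181. The corresponding value in *Chaserr*-/- *Chd2* m/m mEFs was -0.0458 over 705 genes.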

Genes with a close and abundant upstream neighbor were significantly repressed in *Chaserr*^–/–^ mEFs, and in stark contrast, much smaller differences, and in the opposite direction, were observed for neighboring genes transcribed on opposite strands, when considering distances between 5′ ends (Fig. 4f). 

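Genes less than 2 kb downstream of a same-strand gene with an FPKM of at least 10 in WT mEFs (278 genes) had a median log2 fold change of -0.38 in *Chaserr*-/- mEFs. That of genes more than 10 kb from such a neighbour was 0.02, a difference of -0.41. In the first group 84.2% of genes were lower, and in the second 48.1%. The group was tested with camera, which compares statistics of its genes with those of other genes, at a preset correlation of 0.01 (p = 1.25e-12, adjusted p = 3.50e-11 over the 28 set tests, exact permutation p of the library scores = 0.1). Such a p is too small where genes vary together more than that, and the correlation estimated here was 0.233. The group passed fry (p = 0.0248), but not camera with the correlation estimated from the data (p = 0.163). Among the 28 set tests, 8 passed camera at an adjusted p under 0.05, and of these only the *Chaserr*-/- and *Chd2* m/m results of this group passed fry. The GC and length correction moved the difference to -0.11, which still passed camera and fry, and with *Chaserr*-/- replicate 1 left out as well it was -0.0897. Without *Chaserr*-/- replicate 1 the difference was -0.25, and with 1 library left out it lay between -0.49 and -0.25; camera was passed each time, but fry was not passed without *Chaserr*-/- replicate 3 or when any 1 of the 3 WT libraries was left out. A score per library was the median log2 CPM of the group relative to the mean of all libraries, minus that of the distant genes. Its mean was -0.219 ± 0.26 (SD, n = 3) in *Chaserr*-/- mEFs and 0.21 ± 0.0935 (SD, n = 3) in WT mEFs (exact permutation test, two-sided p = 0.1, the smallest possible). The group had a median GC content of 55.4%, and the distant genes one of 49%. The 425 genes with a less abundant upstream neighbour had a difference of -0.24 (limma's camera p = 6.55e-04, adjusted p = 0.00367, camera p with the estimated correlation = 0.327, fry p = 0.0684, exact permutation p of the library scores = 0.1), which became 0.00236 with the GC and length correction. With 1 library left out it lay between -0.281 and -0.124, the latter without *Chaserr*-/- replicate 1. The 1610 genes whose 5′ end lay less than 2 kb from that of a gene on the opposite strand had a difference of 0.04 (limma's camera p = 0.249, adjusted p = 0.536, fry p = 0.0162, exact permutation p of the library scores = 0.2), and of -0.01 for distances under 5 kb. In *Chaserr*-/- *Chd2* m/m mEFs, the 246 genes with a close abundant upstream neighbour had a difference of -0.02 (limma's camera p = 0.384, adjusted p = 0.672, fry p = 0.446, exact permutation p of the library scores = 0.6). With 1 library left out this difference lay between -0.048 and 0.0114. A test of the difference between *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs gave -0.37 over 285 genes and passed limma's camera and fry. A permutation over pairs of splits of both sets gave a difference as large in 9 of 100, 8 of which kept the real split of the *Chaserr*-/- set. Among all pairs drawn, only 9 kept that split. The difference of close tandem genes from distant genes was 0.06 over 242 genes in *Chd2* m/m mEFs (limma's camera p = 0.00946, adjusted p = 0.0331, fry p = 0.0477, exact permutation p of the library scores = 0.2), and 0.0122 without *Chd2* m/m replicate 1. From the fall of genes downstream of abundant neighbours, the paper concludes that they were repressed in *Chaserr*-/- mEFs.

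**Figure D2:**
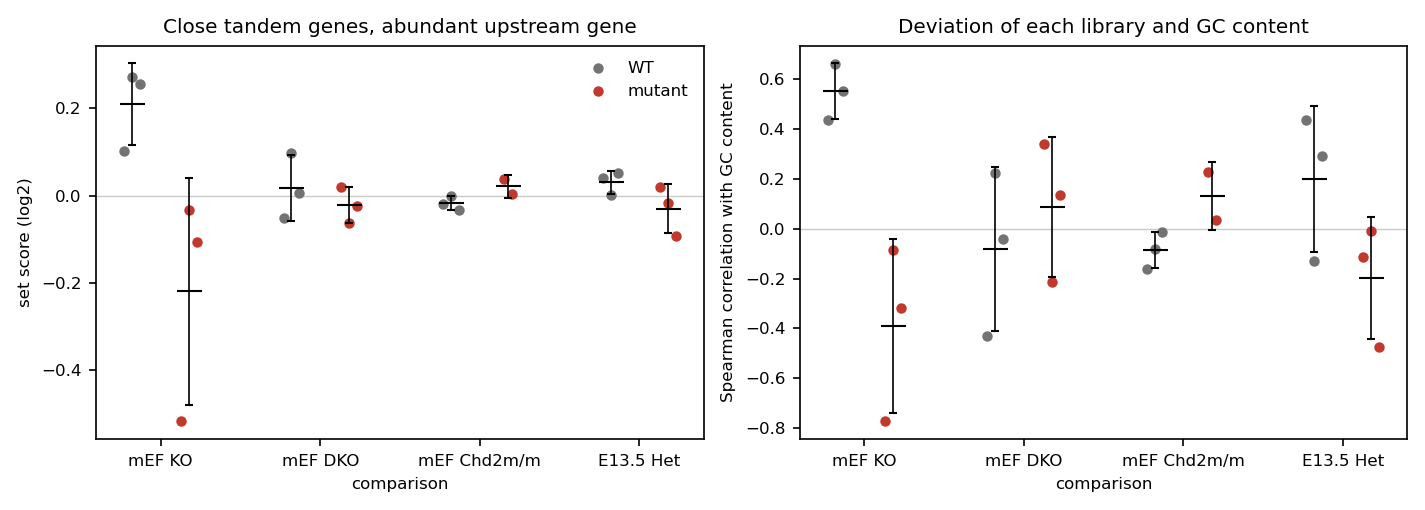
Left, score (vertical axis) of genes with a close abundant upstream neighbour in each library of *Chaserr*-/-, *Chaserr*-/- *Chd2* m/m and *Chd2* m/m mEFs and *Chaserr*+/- E13.5 embryos, with WT in grey, the mutant in red and bars for mean and SD. The score is their median log2 CPM relative to the mean of all libraries of the comparison, minus that of genes more than 10 kb from such a neighbour. Right, Spearman correlation across genes (vertical axis) between each library's deviation and GC content, which was -0.772, -0.0865 and -0.317 in the 3 *Chaserr*-/- libraries and 0.437, 0.661 and 0.553 in their WT libraries.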

Similar trends were also found in *Chaserr*^+/–^ and *Chaserr*^–/–^ E13.5 embryos (Fig. 4g).

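In *Chaserr*+/- E13.5 embryos, the 422 genes with a close abundant upstream neighbour had a median log2 fold change of -0.05 against 0.01 in distant genes, a difference of -0.06 (limma's camera adjusted p = 2.06e-04, camera p with the estimated correlation = 0.16). The group did not pass fry, and the exact permutation test of its score per library gave a two-sided p of 0.2. With 1 library left out, the difference lay between -0.0918 and -0.0342. With the GC and length correction, chosen for these embryos after seeing the data, it was -0.0105 and passed neither camera nor fry. The correlation of log2 fold change with the distance to the upstream gene was 0.0761 over 3133 genes. Its medians in *Chaserr*+/- embryos were -0.0399 for distances under 2 kb and -0.00677 from 8 to 10 kb.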

To further characterize the regulatory dysregulation, we performed ATAC-seq^32^ on WT and *Chaserr*^–/–^ mEFs. 

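ATAC-seq, which sequences DNA fragments released from open chromatin by a transposase, was done on nuclei of *Chaserr*-/- mEFs and of WT mEFs from the same pregnancy, with 3 libraries of each genotype. The authors aligned the reads to mm9 with Bowtie2, called peaks in each library on its own with MACS2, and deposited the peak lists with a fold enrichment, a score and the -log10 of p and q for each peak. Read counts per region were not analysed here, and so the depth behind each peak is unknown. The WT libraries held 66967, 70516 and 58324 peaks, and the *Chaserr*-/- libraries 62610, 91121 and 93597. Their peaks covered 25437, 27291 and 22725 kb in WT and 25056, 40429 and 42738 kb in *Chaserr*-/- mEFs. Overlapping peaks of the 6 libraries were merged into 122404 regions, of which 38126 held a peak in every library and 35383 in a single one. A region was compared by the presence or absence of a peak, and a promoter peak was one that overlapped the 300 bases on either side of a transcription start site.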

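A peak overlapped the *Chd2* promoter, around the transcription start site at 80686632 of chromosome 7 (mm9), in all 6 libraries. Its fold enrichment over the local background was 4.58, 3.68 and 3.63 in the WT libraries and 3.96, 3.91 and 4.83 in the *Chaserr*-/- libraries. The -log10 q was 10.4, 6.6 and 5.2 in WT and 9.1, 11.2 and 18.6 in *Chaserr*-/- mEFs. The 2 groups overlapped in fold enrichment, which depends on the depth of each library.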

Consistently with the increase in *Chd2* production, we observed a mild increase of ~7% in accessibility of the *Chd2* promoter in *Chaserr*^–/–^ mEFs. 

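Of the merged regions, 1723 held a peak in all 3 *Chaserr*-/- libraries and no WT library, and 118 held one in all 3 WT libraries and no *Chaserr*-/- library. Of the 10 splits of the 6 libraries into groups of 3, 3 gave as many regions on one side only, the real split included, with a range from 514 to 2840. The alternative that moved the number most counted regions with a peak in at least 2 of 3 libraries against none, and gave 9579 and 1014 regions. With the same number of top peaks taken from each library (58324), 619 regions were present only in *Chaserr*-/- and 355 only in WT libraries. Leaving out *Chaserr*-/- or WT libraries in turn gave between 2866 and 8054 regions, as fewer libraries had to hold a peak. Among 12942 regions at promoters, 49 were present only in *Chaserr*-/- libraries, 6 only in WT libraries and 10889 in all 6.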

Comparing WT and *Chaserr*^–/–^ mEFs, we found 80 and 677 regions with increased or reduced accessibility, respectively (DESeq2 *P* < 0.05), with 6 induced and 24 reduced peaks occurring near TSSs. Promoter peaks whose accessibility was significantly decreased in *Chaserr*^–/–^ mEFs were associated with repressed genes in the RNA-seq data (Fig. 5a). 

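Genes whose promoter held a peak in at least 2 WT libraries and in no *Chaserr*-/- library numbered 16, and their median log2 fold change in *Chaserr*-/- mEFs was -0.35, with 12 of them (75%) lower. The median was 0.00854 for the 10442 genes with a promoter peak in all 6 libraries, of which 49.2% were lower, and -0.12 for the 139 genes with a peak in at least 2 *Chaserr*-/- libraries and no WT library. *Cpt1c* was one of the 16, with a promoter peak in 2 of 3 WT libraries. *Ctsk* had a peak over its transcription start site (95303208) in all 3 WT libraries, within 95303020 to 95303217, and in no *Chaserr*-/- library; 2 *Chaserr*-/- libraries had a peak further downstream, within 95303390 to 95304159, that reached into the promoter window. *Dapk3* had a promoter peak in none of the 6 libraries, and *Sumf2* and *Tusc2* in all 6. No test was made on the 16 genes, since the peak lists gave no measure of depth at each promoter.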

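For 15 of the 16 genes with a promoter peak in at least 2 WT libraries and no *Chaserr*-/- library, the distance to the end of the closest gene upstream on the same strand was known, and its median was 18.4 kb. It was under 2 kb for 5 of these genes. The median was 48.5 kb for genes with a promoter peak in all 6 libraries, of which 555 of 10317 had a distance under 2 kb. The median was 60.8 kb for genes with a peak in at least 2 *Chaserr*-/- libraries and no WT library.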

Strikingly, these promoters were separated by short intergenic regions from TTSs of other genes on the same strand (Fig. 5a, b, median distance of 3.3 kb compared with 43.8 kb for unaffected promoters). 

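Of the genes that lie upstream of those 16 genes, those that passed the count filter had a median FPKM of 10.4 in WT mEFs. The 16 genes themselves had one of 5.86. Genes with a promoter peak in all 6 libraries had a median FPKM of 9.49, and their upstream genes that passed the filter one of 8.41. The median log2 fold change in *Chaserr*-/- mEFs was -0.10 for the genes upstream of the 16 and -0.03 for those upstream of genes with a peak in all 6 libraries.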

Notably, the upstream genes were expressed at dramatically higher levels than the affected genes or other genes (17-fold difference between median expression, Fig. 5a), and their expression was not substantially affected by loss of *Chaserr* (Fig. 5a). Promoters of 96 additional genes that showed reduction of >25% in *Chaserr*^–/–^ mEFs in the RNA-seq data and had an upstream neighbor on the same strand within <2 kb, had reduced ATAC-seq signal in *Chaserr*^–/–^ mEFs when considered as a group (*P* = 0.014, Wilcoxon two-sided test). 

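In *Chaserr*-/- mEFs, 253 genes with a same-strand upstream neighbour under 2 kb away were lower by at least 25% whatever their p, and 450 such genes were not. A promoter peak was present for 81.8% of the 253 genes in the median WT library and for 81.4% in the median *Chaserr*-/- library. Of the 253, 12 had a peak in fewer *Chaserr*-/- than WT libraries and 12 in more. For the other 450 genes the medians were 85.6% and 87.6%, with 10 and 24 genes. The size of the signal within peaks was not compared between libraries, as their depth is unknown. From the positions and expression of affected promoters, the paper concludes that transcription of abundant close upstream genes lowered promoter accessibility and expression in *Chaserr*-/- mEFs.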

Altogether, transcriptional interference from highly expressed and close upstream neighbors reduces promoter accessibility and gene expression of over 100 genes in *Chaserr*^–/–^ mEFs.

**Fig. 5:**
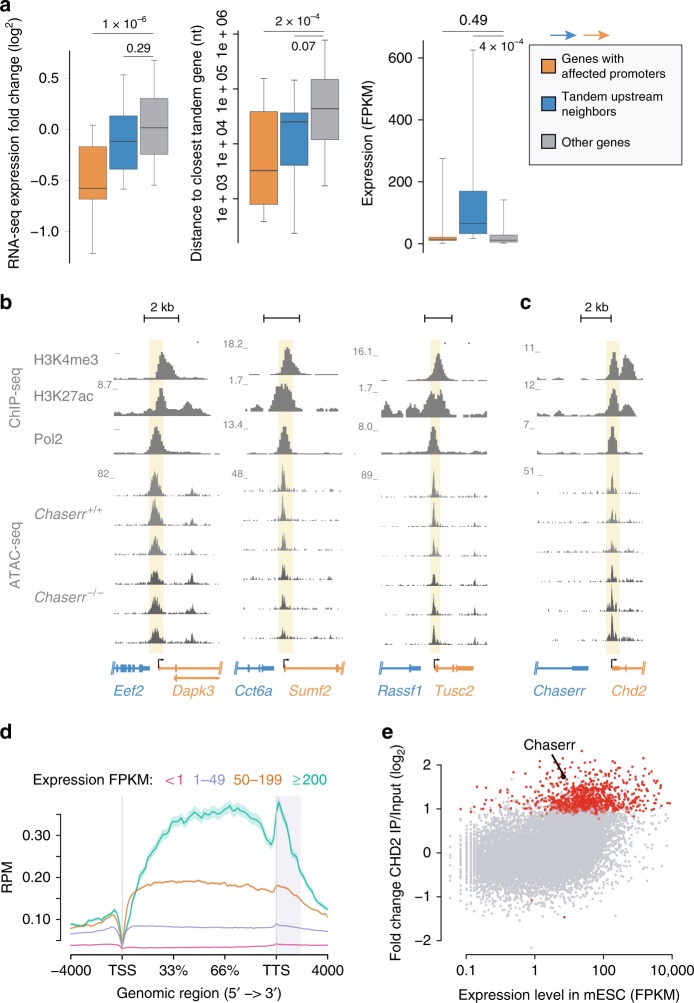
Changes in chromatin accessibility following loss of *Chaserr*. **a** Changes in gene expression in *Chaserr*^−/−^ mEFs, distance to the closest upstream gene transcribed from the same strand, and the expression levels, for genes assigned to promoter peaks with reduced accessibility in *Chaserr*^−/−^ mEFs, their upstream neighbors on the same strand, and all other genes. Only genes with ATAC-seq peaks at their promoters were considered. *P*-values computed with two-sided Wilcoxon rank-sum test. Boxplots show the 5th, 25th, 50th, 75th, and 95th percentiles. **b** Examples of loci of genes with reduced accessibility in their core promoters in the *Chaserr*^−/−^ background. Top: ChIP-seq coverage in mEFs from the ENCODE project. Bottom: read coverage in ATAC-seq data from mEFs isolated from three embryos from each background. **c** As in **b**, for the *Chaserr*/*Chd2* locus. **d** Metagene of CHD2 occupancy^10^ on genes in mESCs, divided into four groups based on their expression FPKM. **e** Enrichment of CHD2 occupancy in mESCs in the 2-kb region downstream of the TTS when compared with input, as a function of mESC gene expression levels. Genes with adjusted *P* < 0.05 are in red. Source data are provided as a Source Data file

To test if these effects stem from CHD2 overexpression, we used the same methodology to compare *Chaserr*^–/–^ *Chd2*^m/m^ mEFs with WT mEFs, and observed far fewer changes in accessibility (20 regions with decreased accessibility and 64 with increased accessibility, based on the same criteria as above, and only 3 decreased peaks in promoter regions), further supporting the notion that the transcriptional interference in *Chaserr*^–/–^ cells is driven by excess CHD2 levels.

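The peak lists of 3 *Chaserr*-/- *Chd2* m/m libraries held 28349, 80703 and 81986 peaks, and those of the WT mEFs of the same pregnancy 65345, 18661 and 65665. The 6 lists merged into 112598 regions, of which 12698 held a peak in every library. Peaks were present in all 3 *Chaserr*-/- *Chd2* m/m and no WT library in 150 regions, and in all 3 WT and no *Chaserr*-/- *Chd2* m/m library in 19. Of the 10 splits, 8 gave as many regions, within a range from 69 to 5354. Among promoter regions, 2 were present only in *Chaserr*-/- *Chd2* m/m libraries and 0 only in WT libraries. With the same number of top peaks from each library (18661), 74 regions were present only in *Chaserr*-/- *Chd2* m/m and 79 only in WT libraries. The *Chd2* promoter held a peak in 2 of 3 libraries of each genotype. Regions with a peak in at least 2 of 3 libraries against none numbered 5664 and 895. The difference between the *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m sets was not tested. From the smaller number of changed regions in *Chaserr*-/- *Chd2* m/m mEFs, the paper proposes that the transcriptional interference in *Chaserr*-/- mEFs is driven by excess CHD2.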

Interestingly, the presence of a TTS closely upstream of the promoters most affected by loss of *Chaserr* (Fig. 5a, b) resembles the organization of the *Chaserr* and *Chd2* locus (Fig. 5c). By using tagged CHD2 MNase-ChIP-seq data from mESCs^10^, we observed significant occupancy of CHD2 protein in the regions downstream of TTSs of hundreds of highly expressed genes, including downstream of *Chaserr* TTS (Fig. 5d, e), suggesting that the effect seen on promoter accessibility and expression of genes found closely downstream of TTSs of highly expressed genes might be a direct result of increased CHD2 activity at intergenic regions. In summary, CHD2 appears to function in regions downstream of TTSs in WT cells, particularly at highly expressed genes, and the CHD2 hyperactivity caused by loss of *Chaserr* leads to repression of promoters found immediately downstream to those regions.

### *Chaserr* loss leads to reduction in Pol2 pausing

An additional underlying factor contributing to dysregulation of gene expression emerged from ChIP-seq^33^ analysis of Pol2 in *Chaserr*^–/–^ and WT mEFs. We observed a significant correlation between changes in gene expression and changes in Pol2 occupancy at gene bodies, but not at promoters (Fig. 6a, b). This observation, together with the known roles of CHD1 in regulation of Pol2 pausing^34^, led us to suspect that Pol2 pausing might be affected by the increase in CHD2 levels caused by *Chaserr* loss. Indeed, genes upregulated in *Chaserr*^–/–^ mEFs were associated with a substantially higher pausing index in WT mEFs in our Pol2 ChIP-seq data, as well as in mEFs profiled by the ENCODE project (Fig. 6c); generally, increases in gene expression were correlated with reduction in Pol2 pausing at the affected genes (Fig. 6d). Overall, 400 (15.3%) of the genes significantly dysregulated in *Chaserr*^–/–^ mEFs were associated with a corresponding change of >25% in Pol2 pausing.

**Fig. 6:**
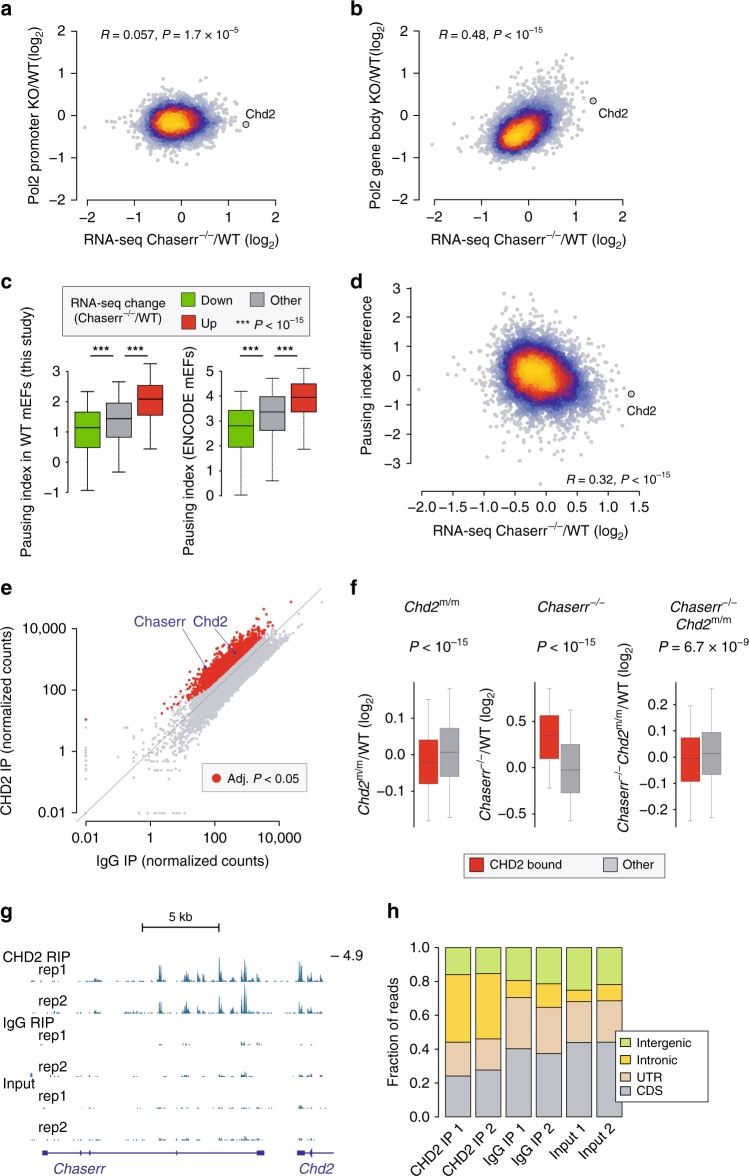
Changes in Pol2 occupancy in *Chaserr*^–/–^ mEFs and RNA binding by CHD2. **a** Correlation between changes in gene expression levels and changes in Pol2 occupancy at the promoter region (±300 bases around TSS). Color indicates point density. **b** As in **a**, but for changes in Pol2 occupancy at gene body regions (defined from 1 kb downstream of the TSS to the TTS). **c** Pol2 pausing index (see the “Methods” section) in our WT mEF Pol2 ChIP-seq data (left) and ENCODE mEF data (right) for genes with the indicated changes in gene expression in *Chaserr*^−/−^ mEFs (adjusted *P* < 0.05). Boxplots show the 5th, 25th, 50th, 75th, and 95th percentiles. **d** Changes in Pol2 pausing index as a function of changes in gene expression between *Chaserr*^−/−^ and WT mEFs. Color indicates point density. **e** Normalized RIP-seq read counts within gene bodies in CHD2 and IgG RIP libraries (average of two replicates). Red dots correspond to genes with adjusted *P* < 0.05 (DESeq2 analysis). **f** Changes in gene expression of genes significantly associated with CHD2 (from e) and other genes expressed in mEFs in the indicated RNA-seq-based comparison. Boxplots show the 5th, 25th, 50th, 75th, and 95th percentiles. **g** RIP-seq read coverage in the *Chaserr* locus. **h** Fractions of reads mapping to the indicated regions in the indicated RIP-seq library. Source data are provided as a Source Data file

### CHD2 binds nascent RNAs and promotes gene expression

Several recent studies identified CHD2 as a noncanonical RNA-binding protein^35–37^. We therefore tested whether CHD2 might associate with *Chaserr* and with some of the RNAs deregulated by loss of *Chaserr* or of *Chd2*. 

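RNA immunoprecipitation recovers the RNA bound to a protein with an antibody against it, here CHD2 in Neuro2a cells. The libraries were depleted of rRNA (Lexogen RiboCop), with 2 libraries each of the CHD2 immunoprecipitate, an IgG control and the input. The authors deposited an expected count, a TPM and an FPKM per gene from RSEM on RefSeq genes, so reads from introns are not in these values, whereas the paper counted reads over gene bodies. The CHD2 libraries had 7621335 and 9090300 counts, the IgG libraries 20050508 and 11285159, and the input libraries 13746554 and 16038165. All 6 libraries were fitted together, and CHD2 was compared with IgG and with input by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation was 0.348, and in data simulated at this depth and spread 27.5% of 200 genes with a log2 fold change of 1.5 passed an adjusted p of 0.05.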

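Of 14906 genes tested, 1651 were higher and 56 lower in the CHD2 immunoprecipitate than in IgG at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against input, 1328 were higher and 918 lower. The number higher than IgG was 2404 with DESeq2, 1073 with the GC and length correction and 2718 with the replicate block. Without the second input library it was 897. *Chaserr* had 43 and 22 counts in the CHD2 libraries, 18 and 0 in IgG and 11 and 23 in input. Its log2 fold change against IgG was 3.17 (standard error 1.23, unadjusted p = 0.0305, adjusted p = 0.114 from edgeR), which ranked 422 of the tested genes. The adjusted p ran from 0.059 with DESeq2 to 0.16 without the second input library. Against input its log2 fold change was 1.92 (standard error 1.16, adjusted p = 0.263 from edgeR), which ranked 1173, and over the alternatives that adjusted p ran from 0.0522 to 0.352. The genes with the largest rises over IgG, all at 0 in both IgG libraries, were Gm14391_NM_001099308*, Gm17801 and *Gje1*, at least 99.5-fold, 79.6-fold and 72.4-fold higher. Among called genes with an FPKM of at least 1 in the CHD2 libraries and no overlap between the groups, those with the largest rises over input were *Olfr171*, 6030440G07Rik and *Adam4*, at least 46.2-fold, 44.1-fold and 31.8-fold higher. Genes at 0 in both CHD2 libraries included *Timm8a1*, at least 39.8-fold lower than in IgG.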

Using RNA immunoprecipitation (RIP)^38^ followed by rRNA-depleted RNA sequencing (RIP-seq, see Methods), we found that CHD2 significantly associates with 2,427 RNAs, and that *Chaserr* is one of the most enriched RNAs in the IP compared with either the input or IgG controls (Fig. 6e and Supplementary Fig. 4c). Interestingly, CHD2 also substantially binds its own pre-mRNA (Fig. 6e). 

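The deposited values count reads on exons of *Chd2*, and its pre-mRNA was not measured. *Chd2* was at 80 ± 2.31 CPM (SD, n = 2) in the CHD2 immunoprecipitate, 19.7 ± 1.7 CPM (SD, n = 2) in IgG and 23.7 ± 2.84 CPM (SD, n = 2) in input. The log2 fold change was 2.02 against IgG (standard error 0.288, adjusted p = 0.00721 from edgeR) and 1.75 against input (standard error 0.285, adjusted p = 0.01 from edgeR). With the GC and length correction the latter was 0.74 (adjusted p = 0.0964, in a range from 1.51e-05 to 0.0964 over the alternatives), while the change against IgG stayed at an adjusted p of 0.0247 or lower. By log2 fold change against IgG, *Chd2* ranked 1409. *Chd1* and *Cnot2*, which the paper also names, had log2 fold changes of 1.87 and 1.73 against IgG (adjusted p = 0.0398 and 0.0351), and *Actb* of 0.54 (adjusted p = 0.345). Against input, none of the 3 passed, with log2 fold changes of 0.87, 1.01 and -1.08 (adjusted p = 0.214, 0.128 and 0.098 from edgeR).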

CHD2 RIP libraries contained a large number of intronic reads in the *Chaserr* locus (Fig. 6g) and in other loci (Fig. 6h and Supplementary Fig. 4d), suggesting that CHD2 predominantly binds nascent RNA. 

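The 1651 genes higher in the CHD2 immunoprecipitate than in IgG, by exon counts in Neuro2a cells, were taken as CHD2-bound. Binding in mEFs was not measured. In *Chaserr*-/- mEFs, the 1540 bound genes tested had a median log2 fold change of 0.16 against -0.05 in other genes, a difference of 0.21 (limma's camera p = 1.07e-04, adjusted p = 7.49e-04 over the 28 set tests, camera p with the estimated correlation = 0.334, exact permutation p of the library scores = 0.1). The group did not pass fry, and 35.4% of its genes were lower against 53.6% of the others. The difference became -0.00491 with the GC and length correction (not passing camera) and -0.0114 against genes matched in GC content and length. Bound genes had a median GC content of 46.1% and other genes one of 50.4%. In *Chd2* m/m mEFs, the difference was -0.0106 over 1551 genes (limma's camera p = 0.501, adjusted p = 0.825, fry p = 0.751, exact permutation p of the library scores = 0.6). It was -0.00593 over 1564 genes in *Chaserr*-/- *Chd2* m/m mEFs (limma's camera p = 0.864, adjusted p = 0.969, fry p = 0.465, exact permutation p of the library scores = 1). With 1 library left out, the differences lay between 0.112 and 0.255 in *Chaserr*-/-, between -0.0222 and 0.00415 in *Chd2* m/m and between -0.0261 and 0.0115 in *Chaserr*-/- *Chd2* m/m mEFs.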

Strikingly, CHD2-bound RNAs were significantly upregulated in *Chaserr*^–/–^ mEFs, and conversely repressed relative to other genes in *Chd2*^m/m^ or *Chaserr*^–/–^ *Chd*^m/m^ mEFs (Fig. 6f). These data suggest that RNA binding by CHD2 typically promotes gene expression, including expression of the CHD2-bound *Chaserr* (which is repressed in *Chd2*^m/m^ mEFs, Fig. 4d), and thus *Chaserr* expression can act as a sensor of CHD2 levels.

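*Chaserr* had 136 and 102 counts in the 2 *Chd2* m/m libraries and 129, 153 and 144 in the WT libraries of that set. Its log2 fold change in *Chd2* m/m mEFs was -0.29 (standard error 0.147, adjusted p = 0.937 from edgeR). It was -0.46 without *Chd2* m/m replicate 1 and -0.15 without *Chd2* m/m replicate 2, fits with no test. The adjusted p lay between 0.863 and 1 in the other alternatives. From the changes of CHD2-bound RNAs, the paper proposes that RNA binding by CHD2 promotes expression and that *Chaserr* acts as a sensor of CHD2 levels.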

## Discussion

Decoding lncRNA functions is a formidable challenge, in particular because of the substantial heterogeneity in their biology and modes of action. A prominent group of vertebrate lncRNAs, including some of the most conserved ones, are found in regions flanking genes involved in transcription, including numerous chromatin modifiers. We hypothesized that such co-localization may imply a connection between the biology of the chromatin modifier and the mode of action of the lncRNA, potentially through a feedback loop. By focusing on one such pair that is particularly highly conserved in evolution, we uncovered a lncRNA-mediated circuit that regulates the expression of *Chd2*.

Negative autoregulatory feedback loops are prevalent in RNA biology, and help tune levels of factors involved in mRNA splicing, polyadenylation, editing, and modifications, and in the processing of small RNAs^39–45^. There are also examples of such feedback loops regulating transcription-related genes^46^; however to the best of our knowledge, there are no known autoregulatory loops involving chromatin modifiers in mammals. We propose a model in which the *Chaserr*–*Chd2* tandem organization forms a negative feedback loop that tunes CHD2 levels. The genomic occupancy of CHD2 in regions immediately downstream of TTSs (Fig. 5d, e), combined with the correlation between changes in gene expression and changes in Pol2 occupancy in gene bodies in *Chaserr*^–/–^ mEFs (Fig. 6b), suggests that CHD2 acts at least partly within transcribed regions and in TTS-proximal regions. Accordingly, we show that under conditions of excess levels of CHD2 protein, this TTS-proximal occupancy is associated with transcriptional interference on downstream neighbors of highly expressed genes, especially when the intergenic regions between them are particularly short (Figs. 4e–g, 5a, b). Due to the short intergenic region between *Chaserr* and *Chd2*, we suggest that such transcriptional interference serves as the basis of a negative feedback loop that leads to repression of *Chd2* production when CHD2 protein levels are high, thus maintaining a tight control on its expression. In cells with *Chaserr* loss of function, this loop is compromised, and CHD2 is upregulated. Supporting this model, in *Chaserr*^+/–^ *Chd2*^m/+^ tissues, increase in CHD2 protein leads to repression of transcription of the *Chd2*^m^ allele, which is found next to an intact *Chaserr* (Fig. 3d). Furthermore, reduction in CHD2 protein in *Chd2*^m/m^ mEFs leads to a decrease in *Chaserr* levels and an increase in *Chd2* mRNA levels (Fig. 4d). 

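In *Chd2* m/m mEFs, *Chaserr* was at 7.38 ± 1.11 CPM (SD, n = 2) against 9.05 ± 0.687 CPM (SD, n = 3) in WT. *Chd2* was at 47.1 ± 1.09 CPM (SD, n = 2) against 29.7 ± 2.4 CPM (SD, n = 3), a log2 fold change of 0.67 (standard error 0.0805, adjusted p = 0.045 from edgeR). For *Chaserr*, both *Chd2* m/m libraries were below the 3 WT libraries, and for *Chd2* both were above them (exact permutation tests, two-sided p = 0.1, the smallest that 2 libraries against 3 allow). The adjusted p of *Chd2* was 0.277 without WT replicate 1, 0.0859 without WT replicate 2 and 0.117 without WT replicate 3, and over all alternatives it ran from 4.16e-08 to 0.277. The deposited values are of RNA, and CHD2 protein was not measured in them.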

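In the exon counts of the RNA immunoprecipitation, *Chaserr* was at 4.25 ± 2.32 CPM (SD, n = 2) with the CHD2 antibody, 0.431 ± 0.609 CPM (SD, n = 2) with IgG and 1.11 ± 0.348 CPM (SD, n = 2) in the input. Its FPKM was 7.71 and 3.35 in the CHD2 libraries, 1.29 and 0 with IgG, and 1.11 and 1.97 in the input. Both CHD2 libraries were above both control libraries of each kind (exact permutation tests, two-sided p = 0.333, the smallest that 2 libraries against 2 allow). Without IgG replicate 1, which held all the IgG counts, the fitted log2 fold change against IgG rose to 8.61 and had no bound from below other than the limit that a count of 0 allows. Without IgG replicate 2 it fell to 2.05. Against input it lay between 0.98 without CHD2 replicate 1 and 2.08 without input replicate 2.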

Last, we found that CHD2 protein associates with the *Chaserr* RNA (Fig. 6e), supporting the possibility that excess CHD2 levels can be sensed by the *Chaserr* locus.

The exact mechanism by which *Chaserr* represses *Chd2* expression remains unknown. The simplest feedback model suggests that *Chaserr* transcription, or perhaps its termination and cleavage and polyadenylation, are important. Such a mechanism would resemble the activity of the SRG1 noncoding RNA in the yeast *S. cerevisiae* that represses the transcription of SER3, which is found immediately downstream of SRG1 and on the same strand, by deposition of nucleosomes at the SER3 promoter that prevent binding of transcription activators^47–51^. The genomic arrangement of SRG1 and SER3 resembles that of *Chaserr* and *Chd2*, though the 3′ end of SRG1 overlaps SER3 promoter^48^, and the distance between their promoters is much shorter (~500 bp between SRG1 TSS and SER3 TSS vs. ~17 kb between the TSS of *Chaserr* and TSS of *Chd2*).

Another possibility is that the promoters of *Chaserr* and of *Chd2* compete for binding to shared enhancer elements, and elimination of the *Chaserr* promoter increases the ability of these enhancers to boost *Chd2* expression, as recently described for *MYC* and *PVT1*^52^. Both *Chaserr* and *Chd2* appear to be under the shared control of several enhancer regions found in the ~200-kb gene desert upstream of *Chaserr* (Fig. 2g and Supplementary Fig. 5), and those enhancers potentially regulate both genes together, which can explain the tight co-expression between *Chaserr* and *Chd2* (Fig. 1c). Indeed, deletion of the *Chaserr* promoter in mESCs leads to an increase in contacts between the *Chd2* promoter and three broad upstream enhancer regions (Fig. 2g). Enhancer competition may therefore contribute to the increase in *Chd2* expression in *Chaserr*^–/–^ cells. However, it is unlikely that such competition explains much of the CHD2 upregulation, as we observe similar levels of upregulation when using ASO Gapmers in different cellular systems (Fig. 2e, Fig. 3e, Supplementary Fig. 2b, c, and see below). In addition, removing just the gene body of *Chaserr*, which leaves the promoter intact, does not substantially affect Pol2 occupancy at the promoter (Supplementary Fig. 2a), nor the landscape of spatial contacts between the *Chd2* promoter and the upstream enhancers (Fig. 2g), despite leading to a similar upregulation of *Chd2* levels (Fig. 2e).

There is evidence that the RNA product of *Chaserr*, and not just its intact locus or the act of its production, are important for *Chd2* repression. The exon–intron architecture and sequence of *Chaserr* are highly conserved, suggesting that production of a particular RNA species, or splicing at particular locations, is important either because of the RNA product itself, or because they modulate the amount of transcription or Pol2 velocity upon encounter with the ~2-kb intergenic region between *Chaserr* and *Chd2*. The similar effects we observed when deleting *Chaserr* promoter or gene body, or when targeting the RNA with ASOs or Gapmers, also point to the importance of the RNA product, though we cannot rule out that ASOs and Gapmers may affect transcription by cleaving the nascent transcript.

Interestingly, in contrast to previous reports based on a gene trap inserted in intron 27 of *Chd2*^14,53,54^, nearly complete loss of CHD2 protein appears to be largely compatible with normal viability in mice in our hands, and in the similar mouse model generated by the EUCOMM consortium^15^. The previous observations of embryonic lethality following CHD2 loss of function can potentially be attributed to a dominant negative effect of the truncated protein product created by the gene trap. In contrast to the CHD2 loss models, we report here that increase in CHD2 levels brought about by loss of even a single copy of *Chaserr* is toxic and leads to perinatal lethality. We note that this is one of the most severe phenotypes reported so far for loss of a lncRNA^6,55^. The severe, CHD2-mediated phenotype is consistent with the high conservation of *Chaserr*–*Chd2* genomic organization and sequence during 500 million years of vertebrate evolution. Of the lncRNAs annotated in human and mouse, only ~5% (~100 genes) have evidence of conservation in fish^26,56^, and we were able to identify homologs of *Chaserr* in every vertebrate species we examined (Fig. 1a).

Our results have important implications from the therapeutic perspective. Individuals that bear mutations in the *CHD2* gene exhibit epilepsy and neurodevelopmental disorders^16^. In all described cases, these individuals are haploinsufficient for *CHD2*, and so bear an intact WT copy of CHD2. Therefore, increase of CHD2 expression through perturbation of *Chaserr*, e.g., by using antisense oligonucleotides, might have a therapeutic benefit. Importantly, *Chaserr* is highly conserved between human and mouse (Fig. 1a), and targeting of the human *CHASERR* by using Gapmers in human MCF7 and SH-SY5Y cells leads to an increase in *CHD2* mRNA and protein levels (Supplementary Fig. 6), suggesting that the results we observe in the mouse model are of direct relevance to human *CHASERR*.

Similarly to many other chromatin-remodeling factors that are increasingly implicated in human disease, the precise molecular function of *Chd2* and the direct consequences of its dysregulation are poorly understood. Here, we could leverage the similarity between the genomic arrangements of *Chaserr* and *Chd2* and those of the genes most affected by *Chaserr* perturbation to highlight the potential role of chromatin remodeling that CHD2 plays downstream of TTSs. Decoding lncRNA functions can therefore provide important insight into other layers of gene regulation. As chromatin modifiers are often flanked by lncRNAs, some as highly conserved as *Chaserr*, we expect that further research into the functions of these lncRNAs may uncover additional paradigms in chromatin biology.

## Methods

### Animals

The study was conducted in accordance with the guidelines of the Weizmann Institutional Animal Care and Use Committee (IACUC) and approved by it. C57black6 Ola HSD mice were purchased from Harlan Laboratories (Rehovot, Israel). All other mouse strains were bred and maintained at the Veterinary Resources Department of the Weizmann Institute.

### Generation of *Chaserr*^+/−^ mice

The *Chaserr*^**+/−**^ mice were generated as in Wang et al.^24^. All mice were generated by standard procedures at the Weizmann transgenic core facility. We used four single-guide RNAs (sgRNAs 1–4, see Supplementary Data 2), two targeting regions before the *Chaserr* transcription start site and two targeting regions in the first intron, which resulted in two founder lines. *Chaserr* mutant mice were genotyped by using primers flanking the targeted region followed by Sanger sequencing. To generate *Chd2* mutant mice we used one sgRNA targeted to the third exon of *Chd2* mRNA. *Chd2* mutant mice were genotyped by amplicon sequencing that identified a founder with a frameshift in the main ORF. Amplicon library preparation was as follows: *Chd2* mutant locus was amplified by using *Chd2* genotype nesting primers (Supplementary Data 2). Thereafter 1 µl of PCR reaction was used as template for the addition of R1 and R2 Illumina adaptors (R1/R2_Exon3_Chd2, Supplementary Data 2), followed by fragment AMPure (Beckman Coulter, A63881) size selection and cleanup. A second PCR reaction was used in order to add sequencing barcodes to the amplicons, followed by AMPure size selection. Indexed amplicons were pooled and sequenced on NextSeq 500. To genotype *Chd2*^*m*^ lines routinely, we used PCR with primers flanking the mutated region and digested the PCR product with the DdeI restriction enzyme whose recognition sequence is compromised in the mutated DNA. The fragment sizes were then analyzed on a 2% agarose gel. To generate *Chaserr*^*–*/–^ *Chd2*^m/m^ mice, we used *Chd2*^m/m^ background and continued as described above for generation of the *Chaserr*^*–*^ allele, by using only two sgRNAs (sgRNA2+3, Supplementary Data 2). sgRNA injection was done on CB6F1 Ola HSD mice that were later backcrossed with C57BL/6 Ola HSD. All the experiments were done on 4- to 15-week-old mice from F2 to F5 generations and E9.5–E18.5 developmental time points.

### Tissue culture

R1 mESCs (kind gift from the Nagy lab) were routinely cultured in mouse ES medium (mESM) consisting of 500 ml of DMEM (Gibco, 11965-092), 15% ES-grade Fetal Calf Serum (Biological Industries), sodium pyruvate 1 mM (Gibco, 11360-039), nonessential amino acids 1 × (Gibco, 11140-035), 0.1 mM b-mercaptoethanol (Sigma, M6250-250ML), penicillin–streptomycin (Biological Industries), and 1000 U/ml LIF (Weizmann Proteomics Unit).

All other cell lines (from ATCC) were routinely cultured in DMEM containing 10% fetal bovine serum and 100 U penicillin/0.1 mg ml^−1^ streptomycin at 37 °C in a humidified incubator with 5% CO_2_. Cell lines were routinely tested for mycoplasma contamination and were not authenticated.

Primary mEFs were isolated from E13.5 embryo. Heads were used to genotype the embryo, while the rest of the embryo (liver excluded) was dissociated with 1 mL of trypsin 0.05% in an Eppendorf tube for 5 min at 37 °C, pipetted for complete dissociation, and incubated for another 5 min at 37 °C. Cells were then supplemented with 2 mL of medium, centrifuged for 5 min at 192 × *g*. Cells were seeded on 10-cm gelatin-coated (0.1%) plates^57^.

### Neuronal differentiation

Neuronal differentiation was performed as previously described^58^. mESCs were first grown in the absence of mEFs for two passages and then seeded on gelatin-coated plates at a density of 1.5 × 10^5^ in N2B27 medium: 1:1 mixture of DMEM/F12 (Sigma) supplemented with N2 (Gibco), and Neurobasal medium (Gibco) supplemented with B27 (Gibco), 1× Glutamax (Gibco), 0.1 mM β-mercaptoethanol (Sigma), 100 U/ml penicillin, and 0.1 mg/ml streptomycin (Biological industries). After 4 days under these conditions, 3 × 10^5^ cells were replated on Poly-D-Lysine (Sigma, P6407) and Laminin (Life, 23017-015) coated plates, in N2B27 medium supplemented with 20 ng/ml FGF2 (Peprotech, 100-18B-50/100-18B-100). After 24 hr, FGF2 was removed and cells were cultured for 3 additional days^58^.

### Transfections

mESCs were transfected with electroporation of the Lonza protocol (http://bio.lonza.com/fileadmin/groups/marketing/Downloads/Protocols/Generated/Optimized_Protocol_309.pdf). HEK293T cells were transfected by using PolyEthylene Imine (PEI)^59^ (PEI linear, M*r* 25,000, Polyscience). Neuro2A transfection: 2 × 10^5^ cells were seeded in a six-well plate and transfected by using Lipofectamine 3000 (Life Technologies, L3000-008) with LNA1, LNA2, or a mix of LNA1–4 or with ASO1, ASO2, ASO3, or a mix of ASO1–3 to a final concentration of 50 nM. For transfection of MCF7 cells, 2 × 10^5^ cells were seeded in a six-well plate and transfected by using PEI with LNA h1 and/or LNA h2 to a final concentration of 50 nM. For transfection of SH-SY5Y cells, 2 × 10^5^ cells were seeded in a six-well plate and transfected by using DharmaFECT 4 Transfection Reagent (Dharmacon, T-2002-03) following the manufacturer’s protocol with LNA h1 and/or LNA h2 to a final concentration of 50 nM. Endpoints for all knockdown experiments were at 48 hr post transfection.

### Genome editing in mESCs

To generate *Chaserr*^p/p^ mESCs, 2 × 10^6^ mEF-depleted cells were transfected with sgRNAs 2 + 3 and pCas9_GFP (a gift from Kiran Musunuru, Addgene #44719). To generate *Chaserr*^b/b^ mESCs, 2 × 10^6^ cells were transfected with sgRNAs 2 + 5 and pCas9_GFP. The next day, fresh mESC medium was supplemented with 1 µg/ml puromycin (Invivogen, ant-pr-1) for 72 hr, while replacing medium every 24 hr. Next, 3–4 × 10^3^ cells were seeded at low density on a 10-cm plate until single colonies formed; thereafter, colonies were picked, expanded, genomic deletion was verified by PCR sequencing, and expression was tested by RT-qPCR and RNA-seq.

### RNA and RT-qPCR

Total RNA was extracted from different cell lines and mouse tissues, by using TRIREAGENT (MRC) according to the manufacturer’s protocol. cDNA was synthesized by using qScript Flex cDNA synthesis kit (95049, Quanta). Fast SYBR Green master mix (4385614) was used for qPCR.

### RNA-seq

Strand-specific mRNA-seq libraries were prepared from 500 to 4000 ng of total RNA by using the TruSeq Stranded mRNA (Illumina) or SENSE mRNA-Seq (Lexogen) library preparation kits, according to the manufacturer’s protocols. Libraries were sequenced on a NextSeq 500 to obtain 38–50-nt paired-end reads. Coverage tracks for the UCSC genome browser were prepared by aligning reads to the mm9 genome assembly with STAR^60^. Gene expression levels were quantified with RSEM^61^ and a RefSeq gene annotation database that was manually edited to correct the annotation of the last exon of *Chaserr*. Differential expression was computed with DESeq2 with default settings^62^. Genomic context was also analyzed by using the RefSeq gene annotations. RNA-seq and ATAC-seq datasets are deposited in GEO database under the accession GSE124375. RNA-seq data from previous studies were downloaded from the SRA database, and quantified with RSEM with the same annotation file.

### Western blot

Total protein was extracted from tissues and cell lines by lysis with RIPA supplemented with protease inhibitors and DTT 1 mM. Proteins were resolved on 8–10% SDS-PAGE gels and transferred to a polyvinylidene difluoride (PVDF) membrane. After blocking with 5% nonfat milk in PBS with 0.1% Tween-20 (PBST), the membranes were incubated with the primary antibody followed by the secondary antibody conjugated with horseradish peroxidase. Blots were quantified with Image Lab software. Primary antibodies were as follows: anti-Chd2 (Millipore, #MABE873, 1:1,000 dilution), anti-β-tubulin (Sigma, #T4026, 1:2,000 dilution). Secondary antibodies were as follows: anti-rat (#AP136P, 1:10,000 dilution), anti-mouse (#115-035-003, 1:10,000 dilution).

### ChIP-seq

In total, 1 × 10^7^ mEFs were cross-linked with formaldehyde at 1% final concentration, for 10 min at room temperature, and then quenched with 125 mM glycine for 5 min at room temperature. Cells were centrifuged for 5 min, 376 × *g* at 4 °C, and washed twice with PBS supplemented with PIC (protease inhibitor cocktail). Each pellet was then lysed in 1 mL of lysis buffer (5 mM PIPES, pH 8.0, 85 mM KCl, Igepal (10 µl/ml), and PIC), incubated for 15 min at 4 °C, and then centrifuged for 5 min at 21130 × *g* at 4 °C. Pellets were resuspended in 200 µl of nuclei lysis buffer (50 mM Tris-Cl, pH 8.1, 10 mM EDTA, 1% SDS, and PIC) for 30 min at 4 °C. Lysates were then sonicated (Bioruptor, #B01020001) for 12 cycles of 30 s ON, 30 s OFF. Pol2 antibody (5 µg, anti-Rbp1 NTD (D8L4Y), #14958) was bound to A/G magnetic beads in 1 mL of binding/washing buffer (PBS supplemented with 0.5% TWEEN and 0.5% BSA) for 1 hr at room temperature. Chromatin lysate was then diluted ×9 volume with IP dilution buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% Igepal, 0.25% deoxycholic acid, and 1 mM EDTA, pH 8.0); the coupled beads were washed and added to the chromatin lysate and left for slow rotation overnight at 4 °C. Beads were handled as described^63^. Briefly, beads were washed five times with RIPA buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, pH 8.0, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, and 0.1% Na-DOC), twice with RIPA-500 buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, pH 8.0, 500 mM NaCl, 1% Triton X-100, 0.1% SDS, and 0.1% Na-DOC), twice with LiCl buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, pH 8.0, 250 mM LiCl, 0.5% NP-40, and 0.5% Na-DOC), and once with TE buffer (10 mM Tris-HCl, pH 8.0 with 1 mM EDTA, pH 8.0). Beads were eluted with direct elution buffer (10 mM Tris-HCl, pH 8.0, 5 mM EDTA, pH 8.0, 300 mM NaCl, and 0.5% SDS) at room temperature. The eluate was incubated with RNaseA for 30 min at 37 °C, next with proteinase K for 2 hr at 37 °C, and last overnight at 65 °C. DNA was purified with the Agencourt AMPure XP system (Beckman Coulter Genomics, A63881). Libraries were constructed as previously described^63^ and sequenced with paired-end sequencing on Illumina NextSeq 500.

### ATAC-seq

ATAC-seq was performed as previously described^32^. We isolated nuclei from 25 × 10^3^ mEFs derived from WT, *Chaserr*^–/–^, or *Chaserr*^–/–^ *Chd2*^m/m^ backgrounds. Cells were centrifuged at 500 g for 5 min, followed by a wash with 50 μl of cold 1x PBS and centrifugation at 500 × *g* for 5 min. Cells were lysed with cold lysis buffer (10 mM Tris-Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Immediately after lysis, nuclei were spun at 500×g for 10 min at 4 °C. Immediately following the nuclei prep, the pellet was resuspended in the transposase reaction mix (12.5 μL of 2× TD buffer, 1 μL of Transposase (Illumina), and 11.5 μL of nuclease-free water). The transposition reaction was carried out for 1 hr at 37 °C. Directly following transposition, the reaction was treated with 2 μL of 5% SDS, 2 μL of 20 mg/ml proteinase K, and 5 μl of cleanup buffer (900 mM MaCl, 30 mM EDTA) for 30 min at 40 °C. The sample was purified by using 2× SPRI beads. Following purification, we amplified library fragments with 2× Kappa HiFi and 1.25 μM of i5 and i7 primers (Illumina) using the following PCR conditions: 98 °C for 2 min, 98 °C for 20 s, followed by thermocycling at 63 °C for 30 s and 72 °C for 1 min. We amplified the libraries for nine cycles. The libraries were purified by using 0.5× and 1.8× for double size selection cut off. Next we amplified the libraries by using a second PCR with the same conditions for five cycles. Lastly, the libraries were purified by using 2× SPRI beads. Libraries were sequenced with paired-end sequencing on Illumina NextSeq 500.

### ATAC-seq and ChIP-seq data analysis

Reads were aligned to the mm9 genome assembly with Bowtie2^64^, and ATAC-seq peaks were called by MACS2^65^. Normalized read coverage files were computed by MACS2. ATAC-seq peaks from individual samples were merged with bedtools^66^. Read coverage was quantified by using Homer 4.9.1^67^. Differential accessibility was computed with DESeq2^62^ called by Homer^67^ using an annotation file based on RefSeq gene models, considering only genes longer than 2 kb. Each gene was assigned with a single TSS based on FANTOM5 CAGE annotations for mEFs/mESCs, and with the most distal annotated TTS. The promoter region for each gene was defined as ±300 around that TSS, gene body as the region from 1 kb downstream of the TSS to the TTS, and the region downstream of the TTS as 2 kb from the TTS. ENCODE Pol2 ChIP-seq data (ENCFF001LOL accession) and CHD2 MNaseq-seq data were processed the same way. Pol2 pausing index was computed as the ratio between the Homer-normalized average Pol2 occupancy in the promoter and the gene body (after adding a pseudocount of 0.5 to the total coverage in each region). Only genes with at least five normalized reads per kb in the gene body were considered.

### Targeted chromosome conformation capture (4C)

Following depletion from mEFs by 20-min incubation on gelatin-coated plates, 3C was carried out on 5 × 10^6^ mESCs essentially as described^68^, with the following slight modification: permeabilization buffer constitution was 10 mM Tris-HCl, pH 8, 10 mM NaCl, and 0.5% NP-40, supplemented with protease inhibitors. 4C libraries were prepared as described^69^, with primers directed to the promoter region of *Chd2* (upstream primer sequence: GCTCAAGCACCCTTTTTAAGCCAG, downstream primer sequence: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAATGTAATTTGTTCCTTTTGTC). Libraries were sequenced on Illumina NextSeq 500, and analyzed as described^69^.

### Single-molecule FISH

Stellaris probe libraries targeting *Chaserr* introns (48 probes) or exons (19 probes) (Supplementary Data 3) were designed by using the Biosearch Technologies server and ordered from Biosearch Technologies. Single-molecule FISH was done as described^70,71^. Briefly, mEFs were plated on poly-l-lysine and 0.1% gelatin-coated coverslips. Hybridizations (25% formamide) were done overnight with CAL Fluor^®^ Red 590 Dye (*Chaserr* introns) and Quasar 670 (*Chaserr* exons) fluorophores. Nuclear staining was performed with DAPI (Sigma-Aldrich, D9542). iXon Ultra 888 EMCCD camera and Nikon’s NIS-Elements were used for imaging.

### Cycloheximide treatment

mESCs and mEFs were treated with DMSO (vehicle) or CHX (Sigma #C7698) 100 µg/mL and collected at the indicated time points for RNA/protein analysis.

### Extraction of cytoplasmic and nuclear RNA

Cells were washed twice with ice-cold PBS, then scraped with ice-cold buffer A (EGTA 15 µM, EDTA 10 µM, protease inhibitor cocktail (Sigma, P8340), and RNase inhibitor (ERX-E4210-01)), and centrifuged at 400 × *g*, 4 °C for 5 min. The supernatant was discarded, fresh buffer A was added, and the pellet was mechanically pipetted with 21G followed by a 27G syringe. Cells were then centrifuged at 2000 × *g*, 4 °C for 5 min and the syringe step was repeated. The cells were then centrifuged at 2500 × *g*, 4 °C for 5 min. The pellet was then kept as the nuclear fraction, and the supernatant was centrifuged again at 6000 × *g*, 5 min followed by another supernatant collection (clean cytosolic fraction). Nuclear pellet was then washed three times with buffer A. RNA was extracted with TRIREAGENT (MRC).

### CRISPR guide RNA cloning

Guide RNAs were designed by CHOPCHOP^72^. Cloning of plasmids was done following Zhang Lab General Protocol (http://www.genome-engineering.org/crispr/wp-content/uploads/2014/05/CRISPR-Reagent-Description-Rev20140509.pdf) by using phU6-gRNA^73^ (a gift from Charles Gersbach, Addgene plasmid #53188) or pKLV-U6gRNA(BbsI)-PGKpuro2ABFP^74^ (a gift from Kosuke Yusa, Addgene plasmid #50946).

### *Chaserr* CRISPR activation

In total, 2 × 10^5^ Neuro2a cells were seeded in six-well plates and transfected with dCas9-VP64 (Addgene #61422, at 1 µg) and five gRNAs (#3,4,8–10, Supplementary Data 2) designed to target a region upstream of the *Chaserr* promoter (100 ng in total). As a control, an empty gRNA vector was used. Cells were harvested 48 hr later and TRIZOL was used for RNA isolation.

### *Chaserr* cloning and lentiviral production

cDNA from Source BioScience clone C130076G01 was amplified with PCR adding restriction sites for NheI at 5′ end and AgeI at 3′ end (Supplementary Data 2) and cloned into pLIX_402 vector (a gift from David Root, Addgene #41394) by using restriction ligation. To produce viruses, HEK293T (2.5 × 10^6^, 10-cm plate) cells were transfected by using PEI with psPAX2 (3.5 µg, a gift from Didier Trono, Addgene #12260), pMD2.G (1.5 µg, a gift from Didier Trono, Addgene, #12259), and pLIX_402-Chaserr (5 µg). Viruses were collected 48 hr post transfection and filtered through 0.45-µm sterile filters. Viruses were supplemented with polybrene (1:1000, Sigma, #107689-10 G) upon cell infection.

### 3′ RACE

3′ RACE was performed with RNA from WT mEFs by using SMARTer RACE 5′/3′ kit (Clontech, #634859). Briefly, RACE products were amplified by using nested primers CCCCGCTTGAAGAGTTTGAAATGGAC and GATTACGCCAAGCTT TACCACTGAGAAATCAAGATGGCAG. Amplification resulted in a single PCR band that was then purified from 1% agarose gel by using NucleoSpin (#740609.50), cloned into the pRACE vector (provided with the kit), and transformed into Stellar competent cells. RACE products were Sanger sequenced with M13F primer: TGTAAAACGACGGCCAGT and aligned to the mouse genome.

### Micro-CT scanning and analysis

Prior to micro-CT scanning, the mice were anesthetized by using IP injection of a mix of xylazine (10 mg/kg) and ketamine (100 mg/kg). Mice were scanned by using a micro-CT device TomoScope^®^ 30 S Duo scanner equipped with two source–detector systems. The scanner uses two X-ray sources and a detector system that are mounted on a gantry that rotates around a bed holding the animal. The operation voltages of both tubes were 40 kV. The integration time of protocols was 90 ms (360 rotations) for 3-cm length, and axial images were obtained at an isotropic resolution of 80 μm. Due to the maximum length limit, to cover the whole mouse body, imaging was performed in two–three parts with the overlapping area, and then all slices merged to one dataset representing the entire ROI. The radiation dose range was 0.9 Gy. All micro-CT scans were reconstructed by using a filtered back-projection algorithm using scanner software. Then the reconstructed datasets for each mouse were merged to one dataset by using ImageJ software. 3D volume rendering images were produced by using Amira Software.

### RNA immunoprecipitation (RIP)

Neuro2a cells (ATCC) were collected, centrifuged at 94 × *g* for 5 min at 4 °C, and washed twice with ice-cold phosphate-buffered saline (PBS) supplemented with ribonuclease inhibitor (100 U/mL, #E4210-01) and protease inhibitor cocktail (Sigma-Aldrich, #P8340). Next, cells were lysed in 1 mL of lysis buffer (5 mM PIPES, 200 mM KCl, 1 mM CaCl_2_, 1.5 mM MgCl_2_, 5% sucrose, 0.5% NP-40, supplemented with protease inhibitor cocktail + 100 U/ml RNase inhibitor, and 1 mM DTT) for 10 min on ice. Lysates were sonicated (Vibra-cell VCX-130) three times for 1 s ON, 30 s OFF at 30% amplitude. Chilled tube holders were used and swapped between shearing runs to reduce temperature elevation. Lysates were centrifuged at 21130 × *g* for 10 min at 4 °C. Supernatants were then transferred to new 2-mL tubes and supplemented with 1 mL of IP binding/washing buffer (150 mM KCl, 25 mM Tris (pH 7.5), 5 mM EDTA, 0.5% NP-40, supplemented with protease inhibitor cocktail + 100  U/ml RNase inhibitor, and 0.25 mM DTT). The samples were then rotated for 2–4 hr at 4 °C with 5 µg of antibody per reaction. Meanwhile, 50 µl of beads (Dynabeads sheep anti-rat, #11035, or GenScript A/G beads #L00277) per reaction were washed three times with IP binding/washing buffer, followed by addition to lysates for an overnight rotating incubation. On the next day, the beads were washed three times in IP binding/washing buffer and resuspended in 0.5 mL of TRIZOL for RNA extraction. To generate sequencing libraries, we first depleted ribosomal RNA with Lexogen RiboCop rRNA depletion kit V1.2 (#037), followed by Lexogen SENSE total RNA-seq library prep kit (#042). Libraries were sequenced on NextSeq 500 by using paired-end 40-nt reads. Reads were mapped to the mouse mm9 genome assembly by using STAR. Exonic and intronic reads were tallied by using Picard CollectRnaSeqMetrics tool. Reads were then counted by using Homer and an annotation file constructed as described above for Pol2 ChIP-seq analysis, but containing the whole gene body of the selected isoform (from TSS to TTS). Differential expression was evaluated by using DESeq2 as implemented in Homer (as for the Pol2 ChIP-seq data).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Source Data

## Data Availability

A reporting summary for this article is available as a Supplementary Information file. RNA-seq, ATAC-seq, ChIP-seq, RIP-seq, and 4C datasets are deposited in GEO database under the accession GSE124375. The source data underlying Figs. 1b–c, e–f, 2a–c, f–g, 3c–j, 4a–g, 5a, c, f, and 6a–f are provided as Source Data file. All data are available from the corresponding author upon reasonable request.

# Supplementary material for: Regulation of CHD2 expression by the Chaserr long noncoding RNA gene is essential for viability
**Source:** Nat Commun. 2019 Nov 8;10:5092. doi: 10.1038/s41467-019-13075-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for “Regulation of CHD2 expression by the  
Chaserr long noncoding RNA gene is essential for viability” by Rom et al.**

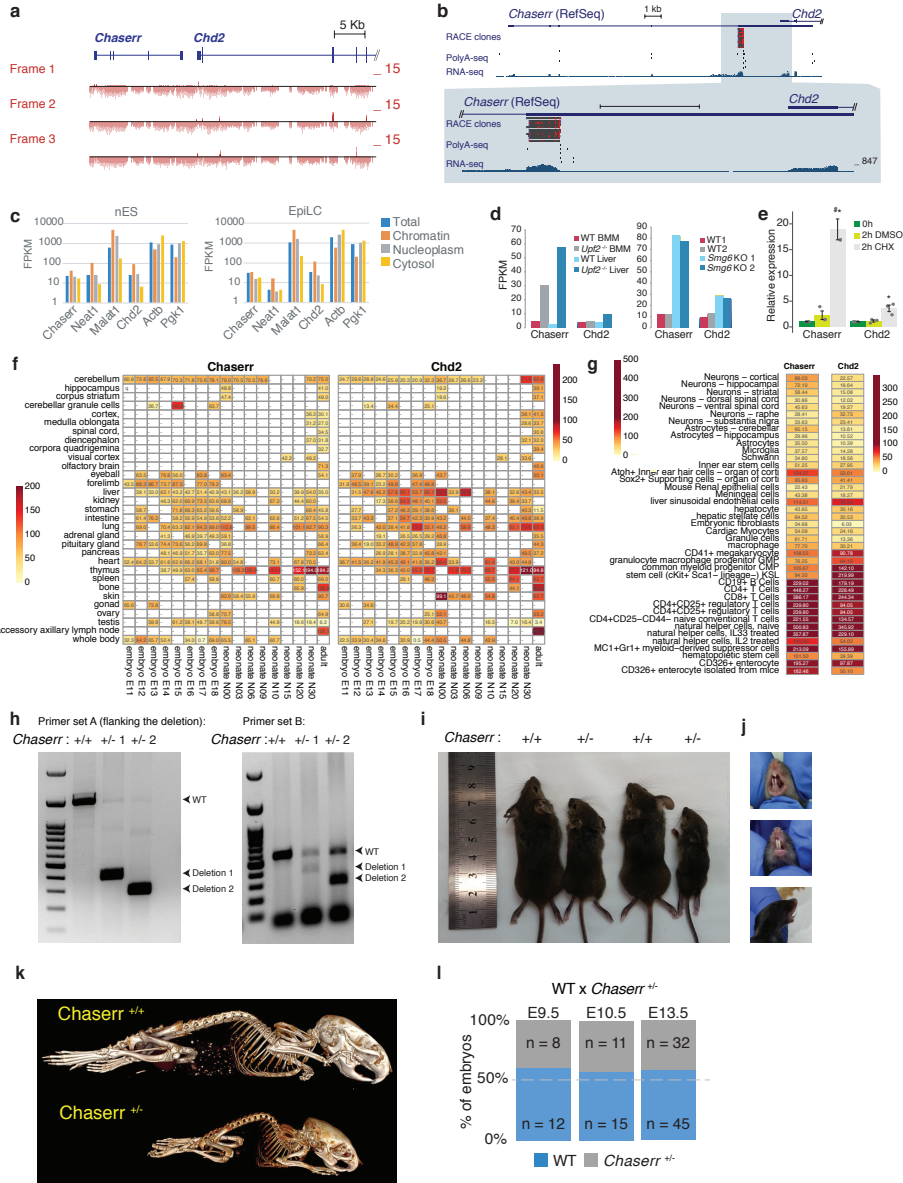

**Supplementary Figure 1 | *Chaserr* haploinsufficiency leads to pleiotropic phenotype in mice.** **a**, PhyloCSF scores<sup>1</sup> throughout the *Chaserr* locus in the three possible frames. **b**, 3' RACE on RNA extracted from mEFs. Shown are BLAT alignments of Sanger sequencing of ten independent clones, alongside mEF RNA-seq and PolyA-seq clusters from<sup>2</sup>. **c**, Expression levels of the indicated RNAs in the indicated compartment of naïve embryonic stem cells (nES) or epiblast-like cells (EpiLCs) (taken from GEO GSE99366). **d**, RNA-seq-based levels of gene expression in WT and *Upf2*<sup>-/-</sup> bone marrow macrophages (BMM) and liver (left), taken from<sup>3</sup> and in WT and *Smg6*<sup>-/-</sup> mESCs (right), taken from<sup>4</sup>. **e**, Changes in gene expression following treatment of mESCs with cycloheximide (CHX) or DMSO (vehicle control). Normalized to *Actb*. n=3. **f-g**, *Chaserr* and *Chd2* expression in FANTOM5 CAGE data in tissues from the indicated developmental and neonatal stages (d) and cell types (e). **h**, Detection of the genomic deletion of *Chaserr* promoter and first exon using PCR with flanking primers (set A) or with three primers (set B) that differentiate between *Chaserr*<sup>+/-</sup> and *Chaserr*<sup>-/-</sup> genotypes. **i**, *Chaserr*<sup>+/-</sup> and *Chaserr*<sup>-/-</sup> four-week old females (left) and males (right). **j**, Representative images of malocclusion observed in *Chaserr*<sup>+/-</sup> mice. **k**, Representative computed tomography (CT) scan image of *Chaserr*<sup>+/-</sup> and *Chaserr*<sup>-/-</sup> six weeks old mice. **l**, Genotypes of embryos from a cross of WT and *Chaserr*<sup>+/-</sup> mice, at the indicated ages. Error bars show S.E.M. \*P<0.05, \*\*P<0.01 (two-sided t-test). Source data are provided as a Source Data file.

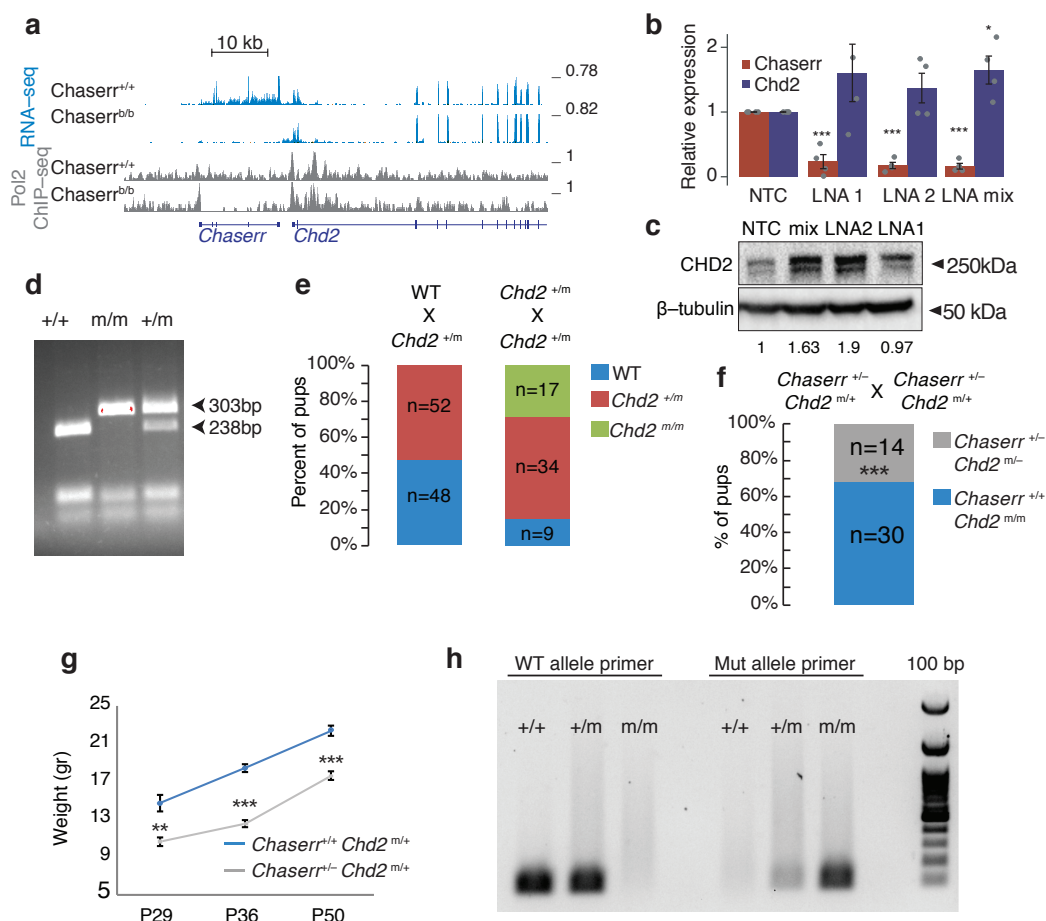

**Supplementary Figure 2 | Additional characterization of *Chaserr* loss of function models.** **a**, RNA-seq and Pol2 ChIP-seq read coverage in the indicated mESC lines. **b**, qRT-PCR of the indicated genes in Neuro2a cells following transfection of the indicated LNA Gapmers. Normalized to *Actb*. n=4. **c**, Western blots for the same samples as in a. **d**, Genotyping of *Chd2<sup>m</sup>* allele using PCR followed by DdeI digestion. Expected size of the WT (cut) band is 238 and of the mutated (uncut) band is 303 bp. **e-f**, Survival rates of pups from the indicated crosses. **g**, Weight in grams of male pups from crosses of *Chaserr<sup>+/-</sup>* and *Chd2<sup>m/m</sup>* mice. n=4–10 mice for each genotype per time point. **h**, PCR analysis of mEFs with the indicated genotypes using the indicated primer sets for distinguishing between *Chd2<sup>+</sup>* and *Chd2<sup>m</sup>* alleles. Error bars show S.E.M. \*P<0.05 \*\*P<0.01 and \*\*\*P<0.001 (two-sided t-test). Source data are provided as a Source Data file.

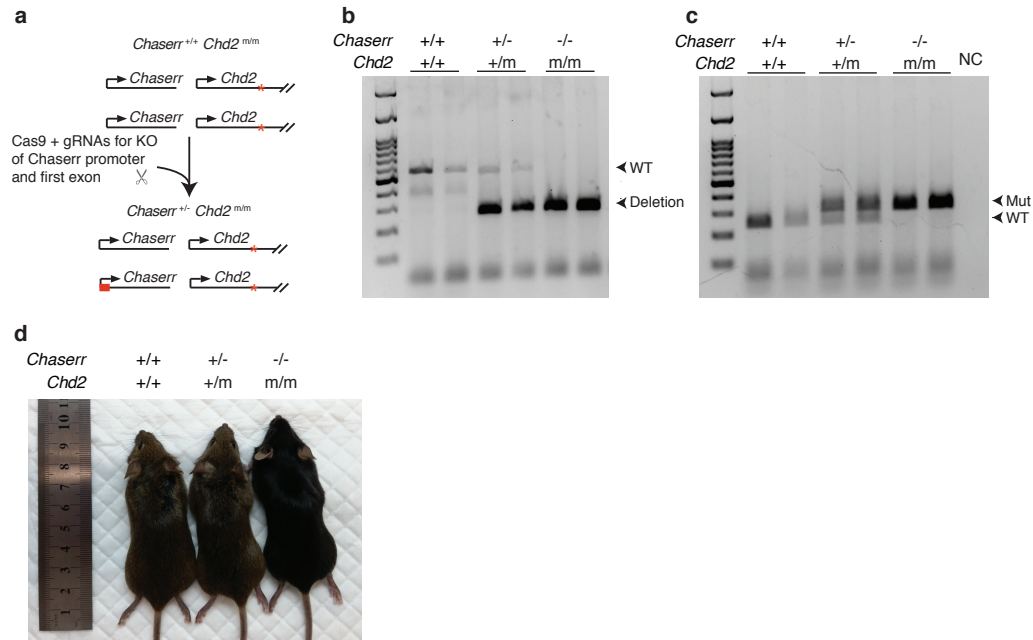

**Supplementary Figure 3 | Rescue of loss of *Chaserr* by a hypomorphic allele of *Chd2*.** **a**, Scheme of the generation of *Chaserr*<sup>+/-</sup> *Chd2*<sup>+/m</sup> transgenic mice. **b**, PCR with primer set B (Supplementary Fig. 1h) for identifying mice with the indicated genotypes. **c**, Genotyping of *Chd2*<sup>m</sup> alleles using PCR followed by DdeI digestion. Expected size of the WT (cut) band is 238 and of the mutated (uncut) band is 303 bp. **d**, Representative mice with the indicated genotypes.

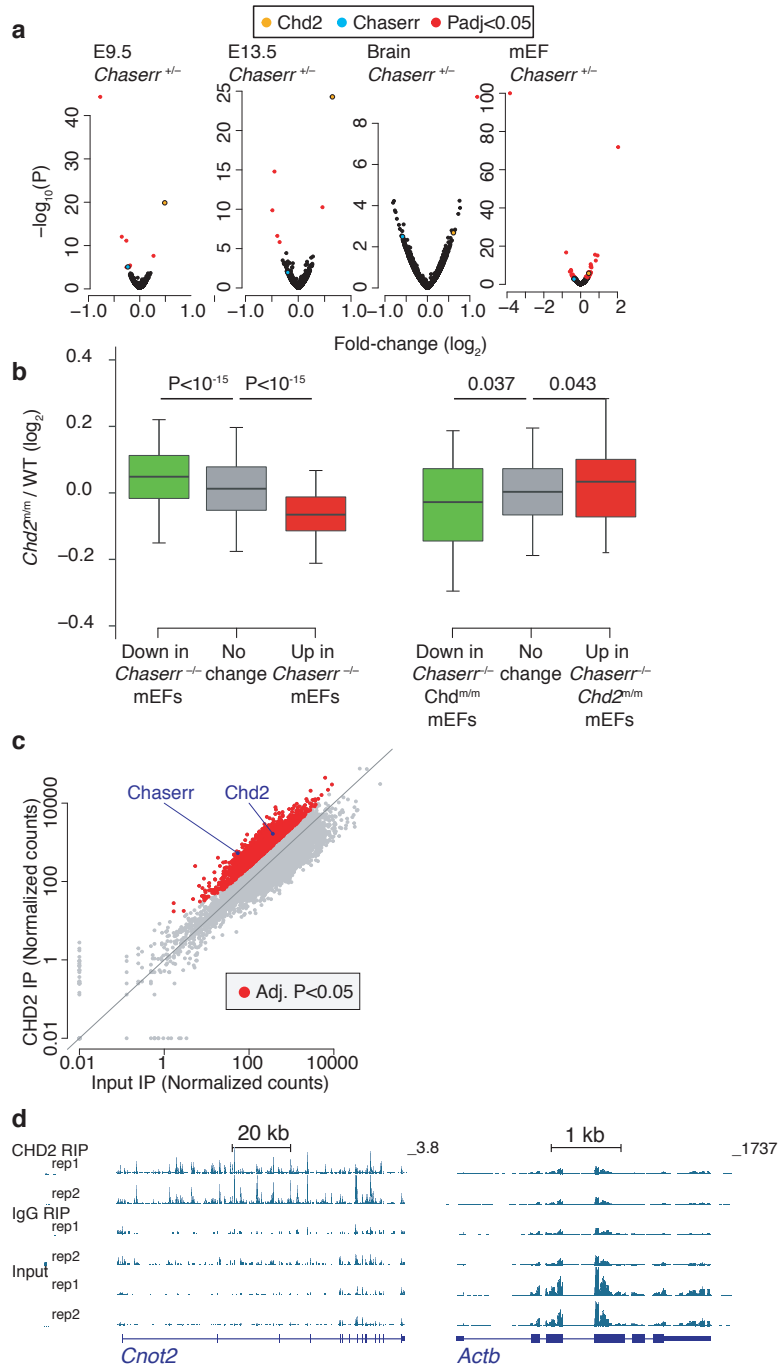

**Supplementary Figure 4 | RNA-seq and RIP-seq analyses.** **a**, Changes in gene expression in the indicated *Chaserr<sup>+/-</sup>* samples relative to WT controls. Fold-changes and P-values computed using DESeq2. **b**, Changes in gene expression (computed using DESeq) in *Chd2<sup>m/m</sup>* mEFs relative to WT controls for genes significantly (>25% fold-change and adjusted  $P < 0.05$ ) differentially expressed in mEFs from the indicated background relative to WT controls. P-values computed using Wilcoxon rank sum test. Boxplots show the 5th, 25th, 50th, 75th and 95th percentiles. **c**, Normalized RIP-seq read counts within gene bodies in CHD2 RIP and Input libraries (average of two replicates). Red dots correspond to genes with adjusted  $P < 0.05$  (DESeq2 analysis). **d**, RIP-seq read coverage in the *Cnot2* locus (significantly enriched in CHD2 RIP libraries compared to IgG and input controls) and in *Actb* locus (negative control, not enriched). Source data are provided as a Source Data file.

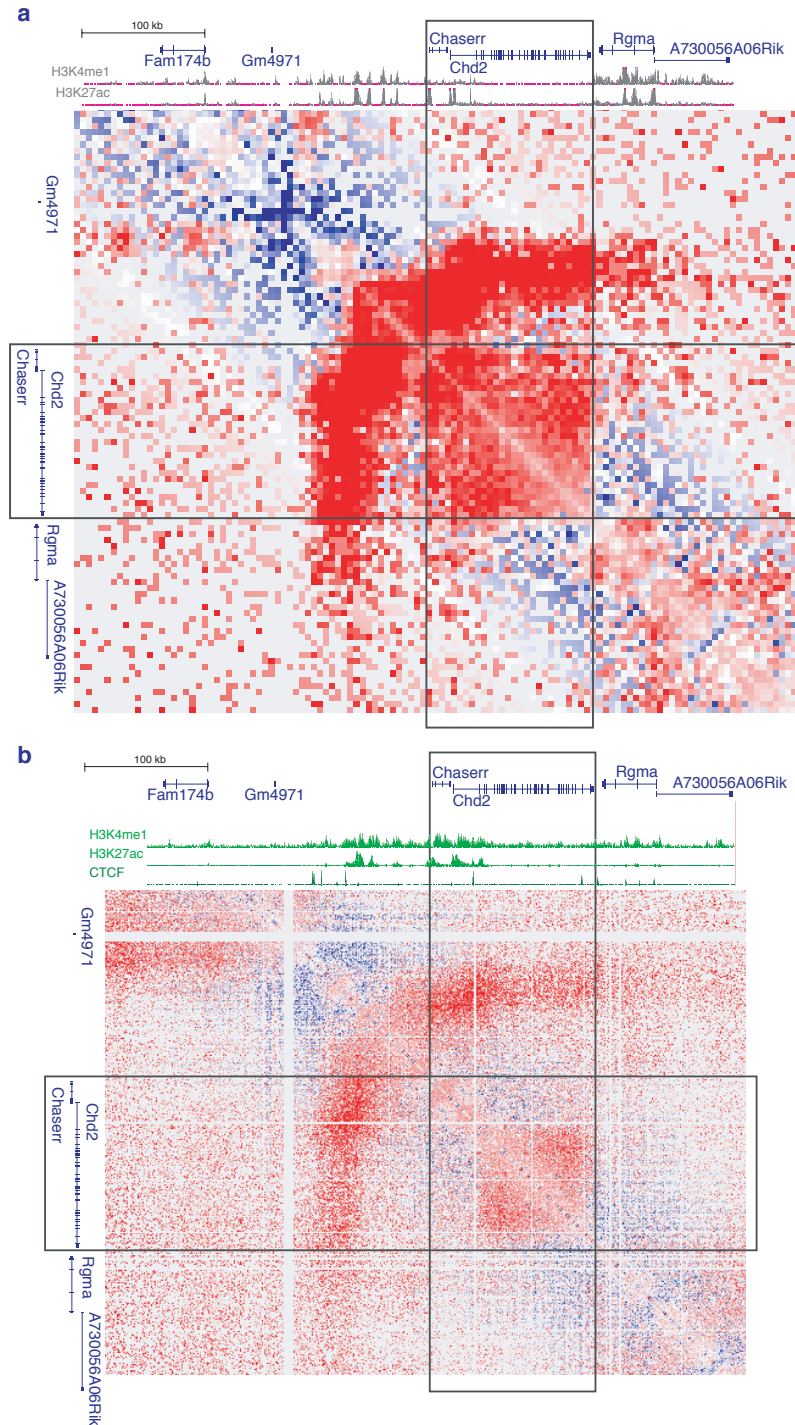

**Supplementary Figure 5 | Spatial contacts in the *Chaserr/Chd2* locus.** Hi-C data from adult mouse brain<sup>5</sup> (a) and mESCs<sup>6</sup> (b) visualized using JuiceBox<sup>7</sup>. Regions with excess of contacts over expected are in red and those with depletion of contacts are in blue. The box surrounds the *Chaserr/Chd2* locus. H3K4me1 and H3K27ac chromatin marks and CTCF ChIP-seq tracks are from the ENCODE project data for mouse whole brain (a) and mESCs (b).

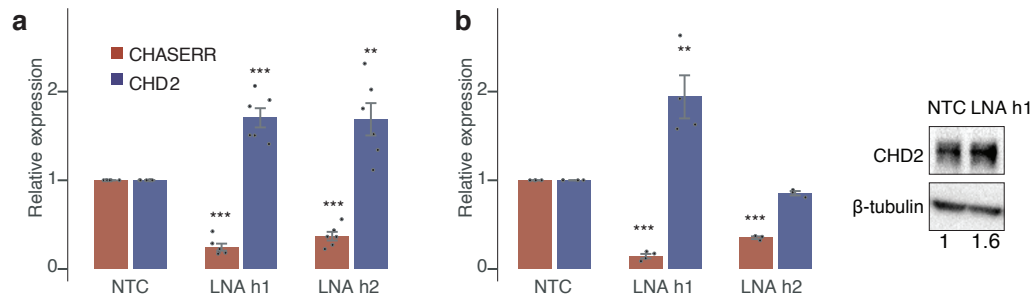

**Supplementary Figure 6 | Knockdown of *CHASERR* leads to increase in *CHD2* in human cells. a**, qRT-PCR of the indicated RNA following transfection of the LNA Gapmers targeting *CHASERR* or non-targeting control (NTC) in MCF-7 cells. Normalized to *Actb*. n=6. **b**, Left: As in a, for SH-SY5Y cells, n=4. Right: A representative western blot CHD2 in cells transfected with LNA h1 Gapmer for *CHASERR* or a non-targeting control. Error bars show S.E.M. \*\*P<0.01 and \*\*\*P<0.001 (two-sided t-test). Source data are provided as a Source Data file.

#### Supplementary References

1. Lin, M. F., Jungreis, I. & Kellis, M. PhyloCSF: a comparative genomics method to distinguish protein coding and non-coding regions. *Bioinformatics* **27**, i275–82 (2011).
2. Derti, A. *et al.* A quantitative atlas of polyadenylation in five mammals. *Genome Res.* **22**, 1173–1183 (2012).
3. Weischenfeldt, J. *et al.* Mammalian tissues defective in nonsense-mediated mRNA decay display highly aberrant splicing patterns. *Genome Biol.* **13**, R35 (2012).
4. Li, T. *et al.* Smg6/Est1 licenses embryonic stem cell differentiation via nonsense-mediated mRNA decay. *EMBO J.* **34**, 1630–1647 (2015).
5. Deng, X. *et al.* Bipartite structure of the inactive mouse X chromosome. *Genome Biol.* **16**, 152 (2015).
6. Bonev, B. *et al.* Multiscale 3D Genome Rewiring during Mouse Neural Development. *Cell* **171**, 557–572.e24 (2017).
7. Durand, N. C. *et al.* Juicebox Provides a Visualization System for Hi-C Contact Maps with Unlimited Zoom. *Cell Syst* **3**, 99–101 (2016).

# Supplementary material for: Regulation of CHD2 expression by the Chaserr long noncoding RNA gene is essential for viability
**Source:** Nat Commun. 2019 Nov 8;10:5092. doi: 10.1038/s41467-019-13075-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1
Description: Mouse Phenotype and Gene Ontology enrichments for genes up- and down-regulated in Chaserr–/– mEFs.

File Name: Supplementary Data 2
Description: Sequences of primers, ASOs, and GapmeRs used in this study.

File Name: Supplementary Data 3
Description: Stellaris smFISH probe sequences.

How the deposited data were processed for this re-analysis (not part of the article)

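RNA-seq of *Chaserr*+/- and WT E9.5 embryos, E13.5 embryos, brains and mEFs, of *Chaserr*-/-, *Chd2* m/m and *Chaserr*-/- *Chd2* m/m mEFs with their WT mEFs, of CHD2, IgG and input libraries of an RNA immunoprecipitation (RIP), and ATAC-seq of *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs with their WT mEFs were analysed. The authors made an expected count, a TPM and an FPKM for each gene with RSEM on RefSeq transcripts, and deposited one table of 24990 rows per library, without normalization between libraries. For ATAC-seq, the authors called peaks with MACS2 in each library and deposited for each peak a score, a fold enrichment (the ratio of signal to local background at the summit), and the -log10 of its p and q. Read counts per ATAC-seq region, and therefore changes in the size of a peak, were not analysed here. The 4C, Pol2 and embryonic stem cell experiments were not analysed here either.

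Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment), and a gene was called at an adjusted p under 0.05. A change of at least 25% was a fold change of at most 0.75 or at least 1.25. DESeq2 (version 1.42.0), which the paper used for differential expression, served as an alternative. Sets of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and the score of a set per library with an exact permutation test. The score was the median log2 CPM of its genes relative to the mean of all libraries, minus that of the background genes. These tests on sets cover 4 sets in 7 comparisons, 28 in all, and p values were adjusted over them. Positions came from GENCODE vM1 (mm9), to which 86.7% of rows (21673) were matched by gene. A further 374 rows joined several genes and 35 had no symbol. A close tandem gene was one whose 5′ end lay less than 2 kb downstream of the end of a gene on the same strand, with an FPKM of the upstream gene of at least 10 in the WT libraries of the set, and the background was genes with a distance of more than 10 kb. CHD2-bound genes were those higher in the CHD2 immunoprecipitate than in IgG by exon counts in Neuro2a cells. The GC and length correction removed from each library a lowess trend (span 0.3) of its deviation with GC content and gene length. A log2 CPM used a prior count of 2.

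Each mutant group was compared with the WT libraries of its own set, with no covariate, and the RIP libraries were fitted together. Replicate numbers of mutant and WT libraries were checked for pairing by the correlation of their deviations from the mean of their groups. Those of brains paired, with correlations from 0.527 to 0.78, but replicate 3 of both groups also came from another library kit. With the replicate block, no gene passed in brains (1954 at an unadjusted p under 0.05), so no call changed. The other sets were not treated as paired. No library was assigned a sex. ATAC-seq peaks of a set were merged and regions compared by presence, and a promoter was the 300 bases on either side of a transcription start site. The tests, the alternatives, the named genes and the cell type lists were fixed before the data were examined, except for those described as chosen after seeing the data.

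The named genes were *Chd2*, *Chaserr*, *Ctsk*, *Cpt1c*, *Dapk3*, *Eef2*, *Sumf2*, *Cct6a*, *Tusc2*, *Rassf1*, *Cnot2*, *Actb* and *Chd1*, which the paper names, and in each comparison up to 3 genes with the largest rise and 3 with the largest fall among those called, with a mean FPKM of at least 1 in the higher group and no overlap between groups. The cell type lists were macrophage (*Csf1r*, *Cd68*, *Spi1*, *Tyrobp*, *Fcer1g*, *Aif1*, *Lyz2*, *Ptprc*, *C1qa*, *C1qb*, *C1qc*, *Mrc1*, *Adgre1*, *Laptm5*, *Ctss*, *Cd14*, *Itgam*), skeletal muscle (*Myog*, *Myod1*, *Chrna1*, *Chrng*, *Acta1*, *Ryr1*, *Tnnt3*, *Myh3*, *Actc1*, *Mylpf*, *Des*, *Tnni1*, *Tnnc2*, *Ttn*) and chondrocyte (*Acan*, *Col2a1*, *Sox9*, *Col9a1*, *Col9a2*, *Col9a3*, *Col11a2*, *Matn1*, *Matn3*, *Comp*, *Hapln1*). They share no gene. Several of their genes had been seen in the study's Supplementary Data 1 before the lists were written.

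The total count of a library lay between 7621335 (RIP with the CHD2 antibody) and 33192002 (brain). The biological coefficient of variation was 0.124 in E9.5 embryos, 0.164 in E13.5 embryos, 0.334 in brains, 0.103 in *Chaserr*+/- mEFs, 0.175 in *Chaserr*-/- mEFs, 0.077 in *Chd2* m/m mEFs, 0.144 in *Chaserr*-/- *Chd2* m/m mEFs and 0.348 in the RIP. The procedure was tested on simulated data with these depths and spreads, in which 200 genes changed by 1.5 on the log2 scale. Of these, 71.5% were called in brains, 27.5% in the RIP and at least 98.5% in the other comparisons. The changed genes left out those of low counts, and genes of like expression had the same simulated spread. The simulated change was also larger than that of *Chd2* in *Chaserr*+/- embryos and mEFs. These shares therefore do not give the power for smaller changes. In simulated *Chaserr*-/- data with a trend with GC content alone, the difference of close tandem genes was -0.252 without the correction and 0.008 with it, and with a true difference of -0.3 added it was -0.532 and -0.292. Alternatives were no filter on low counts, at least 10 counts in every library, the GC and length correction, the replicate block, both of these together, DESeq2 with and without shrunken fold changes, WT mEFs of both pregnancies as control, a fit of the 2 groups alone for the RIP, the library kit as a covariate, distances of 1, 5 or 6 kb, an upstream FPKM of 20, a matched background, peaks with a -log10 q of at least 5, an overlap of at least 50%, at least 2 of 3 libraries, the same number of top peaks, and leaving out each library in turn.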

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

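The tests of GC content for the difference between *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs, of muscle genes and of chromosomes X and Y were chosen only after the results were seen.

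The fall of genes with a close abundant upstream neighbour differed between *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs, by -0.37 over 285 genes, a difference that passed limma's camera and fry. When the libraries of both sets were split in other ways, 9 of the 100 pairs of splits drawn gave a difference as large, and 8 of these kept the real split of the *Chaserr*-/- set. Among all pairs drawn, only 9 kept the real split of the *Chaserr*-/- set. As that set has only 10 splits, a grouping by chance cannot be told apart from a real difference here. With the GC and length correction the difference was -0.0704 and still passed both, which argues against trends with GC content or gene length as its whole cause, though they may account for most of its size. The *Chd2* allele that the design varies, and the different crosses of both sets, stay open and were not tested apart.

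The log2 fold changes of 16 genes differed between *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs at an adjusted p under 0.05, and 6 did with the GC and length correction. Several of them are muscle genes, such as *Acta1* (difference -1.87, adjusted p = 0.0141) and *Tnni1* (-1.54, adjusted p = 0.00855). *Dapk3* (-1.54, adjusted p = 0.0139) and *Cpt1c* (-1.94, adjusted p = 0.0325), which the paper names, were also among them. With the GC and length correction, the muscle list had a median log2 fold change of -0.381 in *Chaserr*-/- mEFs (exact permutation p of the library scores = 0.5) and 0.592 in *Chaserr*-/- *Chd2* m/m mEFs (exact permutation p = 0.1, the smallest possible). More muscle cells in the *Chaserr*-/- *Chd2* m/m cultures are a candidate explanation for the latter. Whether the *Chaserr*-/- cultures held fewer cannot be told apart from the trend with GC content, as the corrected value passed camera, with 13 of 14 genes lower, but failed fry. Muscle cells would leave the changes of *Dapk3* and *Cpt1c* unexplained, and the genotype stays open.

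Between tissues, 2 genes changed differently in *Chaserr*+/- E13.5 and E9.5 embryos, AI506816 (4.54, adjusted p = 8.05e-07) and Gm5512 (-8.36, adjusted p = 0.0237). Between *Chaserr*+/- mEFs and E13.5 embryos 7 genes did: *Alpl* (1.79), *Ackr3* (0.73), *Luzp2* (1.72), *Bcam* (0.83), AI506816 (-4.63) and both *Eno1b* rows. The names were chosen after their values were seen. For *Eno1b*, the summed counts of both rows gave a log2 ratio of -0.912 in *Chaserr*+/- mEFs, so reads shared between near-identical rows may explain the opposite changes but cannot be told apart from a change of the gene. In the 7 comparisons 0 genes of chromosomes X and Y passed (353 at an unadjusted p under 0.05), but *Xist* and *Kdm5d* show both sexes within at least 1 group of each comparison, which leaves such genes little chance to pass. Where the groups differed in sex, this therefore cannot be told apart from the other explanations. In E9.5 embryos, *Kdm5d* was at 0 in all 3 *Chaserr*+/- libraries and at 68.7, 0 and 68.2 CPM in WT. In *Chaserr*+/- mEFs it was at 0, 20 and 0 CPM, and in their WT mEFs at 0, 23.8 and 0 CPM. These values argue against unequal sexes as the cause of changes between *Chaserr*+/- and WT mEFs. Tissue, age and strain variants near these genes stay open and were not tested.

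WT mEFs of the *Chaserr*+/- and *Chaserr*-/- pregnancies, which the paper does not compare, differed in 7335 of 13546 genes (3726 higher and 3609 lower in the *Chaserr*-/- pregnancy). Of the 10 splits of these libraries, 1 gave as many genes, the real one, and each of the others gave 0. The others had from 44 to 147 genes at an unadjusted p under 0.05, against 8084 in the real split. Values of the pregnancies did not overlap for 62.8% of genes, against 10% by chance. These values argue against a grouping by chance for most of these genes, although 10 splits alone cannot exclude it. With the GC and length correction 6959 genes differed, which argues against those trends as the whole cause, and with 1 library left out the number lay between 6127 and 7203. The pregnancy, the culture and the time of preparation are confounded here and cannot be told apart.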

How the results depend on the processing

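Of 370 values of results under alternatives, 128 changed: 7 lost their test's threshold, 115 moved and 6 reversed. For 48 results of single named genes, each in 1 comparison, 118 of 568 values changed: 83 lost the threshold, 31 passed it and 4 moved. The GC correction of the E13.5 results, and its combination with leaving out *Chaserr*-/- replicate 1, were chosen after seeing the data. Unless said otherwise, the cause was not tested.

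The number of called genes changed with many settings. In E9.5 embryos it was 0, and became 1 without a filter, 1 with the GC and length correction, 2 with the replicate block and that correction and 5 with DESeq2. In E13.5 embryos it was 5, and became 1 with the replicate block, 1 with the block and the correction and 23 with DESeq2. In brains DESeq2 called 1 gene. In *Chaserr*+/- mEFs it was 23, and became 68 without a filter, 44 with the correction, 74 with the block, 73 with both and 82 with DESeq2. In *Chaserr*-/- mEFs it was 16, and became 1407 without a filter, 1383 with at least 10 counts in every library, 124 with the correction, 19 with the correction and without *Chaserr*-/- replicate 1, 3 with the WT mEFs of both pregnancies and 2565 with DESeq2. Those that changed by at least 25% numbered 1407, 1382, 122, 19, 3 and 2521 in the same order, and 2479 with shrunken fold changes. The adjusted p of many genes in *Chaserr*-/- mEFs lay just above the limit, with 3266 under 0.1. The share of higher genes among those called was larger than that of lower genes with DESeq2 (1497 and 1068), and smaller with the correction (36 and 88). In *Chd2* m/m mEFs the number was 2, and became 6 without a filter, 1 with at least 10 counts, 0 with the correction (649 at an unadjusted p under 0.05), 99 with the block, 21 with both and 12 with DESeq2. In *Chaserr*-/- *Chd2* m/m mEFs it was 13, and became 103 without a filter, 75 with the block, 36 with both and 219 with DESeq2. In the RIP against IgG it was 1707, and became 2563 without a filter, 3757 with the block, 3696 with both and 3420 with DESeq2; against input it was 2246, and became 4201 with the block, 4597 with a fit of both groups alone and 3438 with DESeq2. By the correlation of their deviations, the replicate numbers of the embryo and mEF sets did not pair, so the block may only remove degrees of freedom there. The sample labels of the *Chd2* m/m set, however, number the cross of both WT and mutant libraries. Same-numbered *Chaserr*+/- and WT mEFs also had the same sex by *Kdm5d* (0, 20 and 0 CPM against 0, 23.8 and 0). A shared factor is therefore possible in these sets, and their counts with the block stay open. Same-numbered RIP libraries had correlations of 0.214 with IgG and 0.22 with input, and 2 numbers are too few to decide whether they pair.

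The difference of close tandem genes in *Chaserr*-/- mEFs kept its direction and passed camera in the alternatives that had this test, did not pass fry without *Chaserr*-/- replicate 3 or when any 1 of the 3 WT libraries was left out (no exact test made), and was -0.0958 against a matched background and -0.225 with shrunken fold changes. It was 0.035 for 5 kb in *Chd2* m/m mEFs, 0.0268 with the correction, 0.0489 with the block, 0.0277 against a matched background and 0.00545 with shrunken fold changes. With a less abundant upstream neighbour in *Chaserr*-/- mEFs, it reversed to 0.00236 with the correction, 0.00453 against a matched background and 0.0123 with the correction and without *Chaserr*-/- replicate 1, and was -0.113 with shrunken fold changes. In E13.5 embryos it was -0.0105 with the correction. The difference of CHD2-bound genes in *Chaserr*-/- mEFs reversed to -0.00491 with the correction and -0.0114 against a matched background, and in *Chd2* m/m mEFs it was 0.0103 against a matched background. The change in *Chd2* m/m mEFs of genes called in *Chaserr*-/- mEFs was 0.0958, and became 0.0236 with shrunken fold changes.

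With the correction, the correlation of *Chaserr*-/- with *Chd2* m/m mEFs was -0.142 and with E13.5 embryos 0.109. The correlation with distance was 0.0822 in *Chaserr*-/- mEFs, -0.0334 in *Chd2* m/m mEFs and 0.0111 in E13.5 embryos with the correction, and 0.145 and -0.0923 for 6 kb in *Chaserr*-/- and *Chd2* m/m mEFs. The correlation with upstream expression was -0.161 with the correction and -0.116 for 5 kb. ATAC-seq regions on one side only numbered 1841 in *Chaserr*-/- mEFs, and 974 with the same number of top peaks, 3095 with an overlap of at least 50% and 10593 with at least 2 of 3 libraries. They numbered 169 in *Chaserr*-/- *Chd2* m/m mEFs, and 50 with a -log10 q of at least 5, 103 with that overlap and 6559 with at least 2 of 3 libraries, a looser rule by construction.

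With each library left out in turn, called genes numbered from 0 to 6 in E9.5 embryos, from 1 to 12 in E13.5 embryos, 0 in every fit of brains (161 to 858 at an unadjusted p under 0.05), from 3 to 54 in *Chaserr*+/- mEFs, from 2 to 2827 in *Chaserr*-/- mEFs with or without a change of at least 25%, from 0 to 3 in *Chd2* m/m mEFs, from 3 to 201 in *Chaserr*-/- *Chd2* m/m mEFs, from 977 to 1320 in the RIP against IgG and from 4551 to 5090 against input. The ranges were 0.0122 to 0.0678 for close tandem genes in *Chd2* m/m mEFs, -0.00562 to 0.168 for the change in *Chd2* m/m mEFs of genes called in *Chaserr*-/- mEFs (reversed without *Chd2* m/m replicate 2), -0.291 to -0.141 for the correlation of *Chaserr*-/- and *Chd2* m/m mEFs, 0.145 to 0.18 for distance in *Chaserr*-/- mEFs, -0.0736 to -0.0397 for distance in *Chd2* m/m mEFs and -0.215 to -0.181 for upstream expression. ATAC-seq regions ranged from 2866 to 8054 in *Chaserr*-/- and from 469 to 5169 in *Chaserr*-/- *Chd2* m/m mEFs, since fewer libraries had to hold or lack a peak. Fits that left 1 *Chd2* m/m or 1 RIP library in a group gave no test. *Chaserr* had at most 43 counts in a RIP library, and whether low depth kept it from being called was not tested.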

Differences from the paper's values

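The paper, which tested with DESeq2, reports 1493 genes lower by at least 25% in *Chaserr*-/- mEFs, against 13 here with edgeR. Of the alternatives set before the data were examined, DESeq2 (1024) and leaving out *Chaserr*-/- replicate 2 (1201) came within 1.5 times the paper's number, and the others did not. The paper reports 616 genes higher by at least 25%, against 3 here with edgeR. Without a filter (821), with at least 10 counts in every library (768) and without *Chaserr*-/- replicate 1 (540) the number came within 1.5 times the paper's, and under the others it did not; DESeq2 gave 1497. No single alternative brought both numbers within that distance.

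The Spearman correlation of *Chaserr*-/- and *Chd2* m/m mEFs is about -0.37 in Fig. 4d of the paper, read by eye, against -0.258 here. With shrunken fold changes (-0.291), with the replicate block (-0.288) and without WT replicate 3 of the *Chd2* m/m set (-0.291) the values did not differ by more than their error, and under the others they did. The paper's correlation with distance in *Chaserr*-/- mEFs is 0.2, printed to 1 decimal, to which 0.172 here rounds, so the printed values do not disagree. Taken as exact, the gap was above the error between replicates; with an upstream FPKM of at least 1 (0.194), without *Chaserr*-/- replicate 3 (0.177) and without WT replicate 4 (0.18) the gap was within the error, and under the others it was not. The paper's correlation with upstream expression is -0.17, against -0.205 here; the GC and length correction (-0.161) and leaving out WT replicate 6 (-0.181) closed the gap, and the others did not.

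The paper reports more genes lower than higher in *Chaserr*-/- mEFs. At an unadjusted p under 0.05, 2408 were higher and 2193 lower. The called genes went the paper's way (13 lower, 3 higher), as did those with the GC and length correction (88 lower, 36 higher). Among called changes of at least 25%, more were higher with DESeq2 (1497 higher, 1024 lower) and without a filter (821, 586). The same held with at least 10 counts (768, 614) and without *Chaserr*-/- replicate 1 (540, 460) or 2 (1626, 1201). The other alternatives called few genes and went either way. The paper lists *Ctsk* as changed in *Chaserr*-/- mEFs; its adjusted p was 0.0522 here, and under 0.05 without a filter, with at least 10 counts, with the GC and length correction, with DESeq2, without *Chaserr*-/- replicate 1 or 2, and, chosen after seeing the values, without *Chaserr*-/- replicate 1 and with the correction. The paper places *Chaserr* among the most enriched RNAs of the RIP, by reads over gene bodies. By exon counts it ranked 422 against IgG with an adjusted p of 0.114 from edgeR, and no alternative called it. The paper finds CHD2-bound RNAs reduced in *Chd2* m/m and *Chaserr*-/- *Chd2* m/m mEFs, with binding in Neuro2a cells taken from reads over gene bodies. With binding taken from exon counts, the differences were -0.0106 (limma's camera p = 0.501, exact permutation p of the library scores = 0.6) and -0.00593 (limma's camera p = 0.864, exact permutation p = 1). The paper reports less *Chaserr* in *Chd2* m/m mEFs; its log2 fold change was -0.29 with an adjusted p of 0.937. The paper describes mostly lost accessibility in *Chaserr*-/- mEFs; by presence of peaks, 1723 regions were found in *Chaserr*-/- alone and 118 in WT alone. With the same number of top peaks from each library these were 619 and 355, and no alternative gave more regions in WT alone. The paper describes affected promoters as lying close to upstream genes that are expressed far above them. For the 16 genes whose promoter peak was found in WT alone, the median distance was 18.4 kb. It was 48.5 kb for genes with a promoter peak in all 6 libraries. A distance under 2 kb was found for 5 of 15 genes against 555 of 10317, so the direction was the paper's, though no test was made. The upstream genes that passed the count filter had a median FPKM of 10.4 against 5.86 for the genes themselves.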

Other observations

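The tests of GC content (except for WT mEFs), of the cell type lists, of the library kits for a single abundant row, of the spread of *Chaserr*-/- replicate 1 by leaving out replicate 2, and of ATAC-seq splits and peak numbers, and the limits of 0.06 and 0.1, were chosen only after the results were seen.

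In *Chaserr*-/- mEFs, log2 fold changes fell with GC content (Spearman correlation -0.714, and -0.0148 after the GC and length correction). Leaving out *Chaserr*-/- replicate 1, which had the strongest trend, gave -0.583, which argues against that library alone as the cause. Of the 10 splits, 1 gave a trend as strong, the real one. The values cannot be told apart from a grouping of libraries by chance with only 10 splits, and the genotype stays open beside sample preparation. The trend was -0.423 in *Chaserr*+/- E13.5 embryos, 0.344 in brains, 0.212 in *Chd2* m/m and 0.143 in *Chaserr*-/- *Chd2* m/m mEFs.

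The fall of genes with a close abundant upstream neighbour in *Chaserr*-/- mEFs kept a difference of -0.108 with the GC and length correction, which argues against those trends as its whole cause, although they may account for much of its size. Without *Chaserr*-/- replicate 1 it was -0.251, which argues against that library alone. As many as 1 of 10 splits gave a difference as large in *Chaserr*-/- mEFs, 8 in *Chaserr*-/- *Chd2* m/m mEFs and 2 in E13.5 embryos. With a less abundant neighbour the corrected difference was 0.00236, and that of CHD2-bound genes -0.00491, so GC content or gene length bias may explain both. For each of these sets, and for divergent genes, 1 of the 10 splits gave a difference as large. The relation with distance was as strong in 2 of 10 splits.

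The correlation of *Chaserr*-/- and *Chd2* m/m mEFs was -0.142 with the correction, and 1 of 10 splits of the *Chaserr*-/- set gave a value as far from 0; whether GC content explains the rest cannot be told apart from shared changes. That of *Chaserr*-/- mEFs with E13.5 embryos went from 0.412 to 0.109, so GC content or gene length bias may explain most of it. In the RIP, 1073 genes were higher than IgG with the correction, which argues against these trends as the whole cause.

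Of the 10 splits, 2 gave at least as many called genes as the real one in E13.5 embryos, and 1 each in *Chaserr*+/-, *Chaserr*-/- and *Chaserr*-/- *Chd2* m/m mEFs; with 10 splits, a grouping by chance cannot be excluded for these. In E9.5 embryos and brains 0 genes were called (453 and 368 at an unadjusted p under 0.05), so that all 10 splits of each gave at least as many by construction, which says nothing. In *Chaserr*-/- mEFs, 1015 genes were called without *Chaserr*-/- replicate 1, a rise that had been predicted if the spread of replicate 1 were the cause of the small number. But 2827 were called without *Chaserr*-/- replicate 2, with replicate 1 kept, which argues against that spread alone as the cause. The fit without replicate 2 was added to the test after the results were seen. In brains, 0 genes also passed with the library kit as a covariate, but those at an unadjusted p under 0.05 went from 368 to 2258 and the adjusted p of *Chd2* from 1 to 0.191; whether the kits caused the low number cannot be told apart from a small effect, as the covariate leaves few degrees of freedom.

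Macrophage genes were lower in *Chaserr*-/- mEFs (median -0.471, camera adjusted p = 1.01e-05 over the 24 list tests, fry p = 0.00885, exact permutation p of the library scores = 0.1) and all 17 were lower with the GC and length correction (-0.314, fry p = 0.0272, exact permutation p = 0.2), so fewer macrophages in these cultures may explain it. Of the list, 17 genes had an FPKM of at least 1 and the most abundant was *Fcer1g* (FPKM 223, log2 fold change -0.53). When adjusted over the list alone 9 passed, against 2 over all genes. The median was -0.413 in *Chaserr*-/- *Chd2* m/m mEFs (limma's camera adjusted p = 2.37e-11, fry p = 0.0333, exact permutation p = 0.1), -0.0806 in *Chaserr*+/- mEFs (0.174, fry 0.748, exact 0.7) and -0.0804 in *Chd2* m/m mEFs (0.0141, fry 0.564, exact 0.6).

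Skeletal muscle genes were higher in *Chaserr*+/- mEFs (median 0.701, camera adjusted p = 7.42e-22, fry p = 0.0276, exact permutation p = 0.1; 0.646 with the correction) and in *Chaserr*-/- *Chd2* m/m mEFs (0.589, adjusted p = 7.24e-16, fry p = 0.0292, exact permutation p = 0.1; 0.592), so more muscle cells in these cultures may explain both. They were lower in *Chaserr*-/- mEFs (-0.654, limma's camera adjusted p = 1.63e-08, fry p = 0.017, exact permutation p = 0.1), but with the correction the median of -0.381 passed camera (adjusted p = 6.19e-07, 13 of 14 genes lower) and failed fry, with an exact permutation p of 0.5, so fewer muscle cells cannot be told apart from the trend with GC content. The median was 0.268 in *Chd2* m/m mEFs (limma's camera adjusted p = 6.18e-05, fry p = 0.479, exact permutation p = 0.4). Over the list alone 12, 10, 0 and 11 genes passed in *Chaserr*+/-, *Chaserr*-/-, *Chd2* m/m and *Chaserr*-/- *Chd2* m/m mEFs, against 1, 1, 0 and 0 over all genes. The most abundant, *Actc1*, had an FPKM of 437 in the *Chaserr*-/- set, and 12 or 13 of the 14 genes had an FPKM of at least 1. Among the 23 called genes of *Chaserr*+/- mEFs, 1 was on the list; whether muscle cells explain the others cannot be told apart, because the list leaves out called muscle genes (*Myl1*, *Myl4*, *Tnnc1*, named after their values were seen).

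Chondrocyte genes had a median of 0.573 in *Chaserr*+/- (limma's camera adjusted p = 1.89e-06, fry p = 0.0179, exact permutation p = 0.1), -0.62 in *Chaserr*-/- (0.0051, fry 0.16, exact 0.3), -0.805 in *Chd2* m/m (0.0016, fry 0.555, exact 0.7) and 0.395 in *Chaserr*-/- *Chd2* m/m mEFs (0.00913, fry 0.445, exact 0.6). From 5 to 9 of the 11 genes had an FPKM of at least 1, with *Col2a1* the most abundant (FPKM 89 in the *Chaserr*+/- set). Over the list alone 6, 2, 0 and 1 passed, and 0 over all genes in each. No biological explanation was tested.

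A single gene listed without a symbol took at least 7% of counts in each Lexogen SENSE brain library and 0.107% and 0.133% in the TruSeq ones, so the library kit may explain its share. For the rows of *Eno1b* in *Chd2* m/m mEFs and of *Zfp131* in *Chaserr*-/- mEFs, the summed counts gave log2 ratios of -3.3 and 0.802; reads shared between near-identical rows and a change of the gene cannot be told apart. In ATAC-seq, 3 of 10 splits of the *Chaserr*-/- set and 8 of the *Chaserr*-/- *Chd2* m/m set gave as many regions on one side only. With the same number of top peaks, 619 regions were found in *Chaserr*-/- alone and 355 in WT alone, and 74 in *Chaserr*-/- *Chd2* m/m alone and 79 in WT alone. The number of peaks per library may explain the excess in *Chaserr*-/- *Chd2* m/m mEFs, while in *Chaserr*-/- mEFs its share cannot be told apart from a change of accessibility.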
